# Combined Omics Reveals That Disruption of the Selenocysteine Lyase Gene Affects Amino Acid Pathways in Mice

**DOI:** 10.3390/nu11112584

**Published:** 2019-10-26

**Authors:** Lucia A. Seale, Vedbar S. Khadka, Mark Menor, Guoxiang Xie, Ligia M. Watanabe, Alexandru Sasuclark, Kyrillos Guirguis, Herena Y. Ha, Ann C. Hashimoto, Karolina Peplowska, Maarit Tiirikainen, Wei Jia, Marla J. Berry, Youping Deng

**Keywords:** metabolomics, selenium, transcriptomics, liver, selenocysteine, lyases

## Abstract

Selenium is a nonmetal trace element that is critical for several redox reactions and utilized to produce the amino acid selenocysteine (Sec), which can be incorporated into selenoproteins. Selenocysteine lyase (SCL) is an enzyme which decomposes Sec into selenide and alanine, releasing the selenide to be further utilized to synthesize new selenoproteins. Disruption of the selenocysteine lyase gene (*Scly*) in mice (*Scly^−/−^* or Scly KO) led to obesity with dyslipidemia, hyperinsulinemia, glucose intolerance and lipid accumulation in the hepatocytes. As the liver is a central regulator of glucose and lipid homeostasis, as well as selenium metabolism, we aimed to pinpoint hepatic molecular pathways affected by the *Scly* gene disruption. Using RNA sequencing and metabolomics, we identified differentially expressed genes and metabolites in the livers of Scly KO mice. Integrated omics revealed that biological pathways related to amino acid metabolism, particularly alanine and glycine metabolism, were affected in the liver by disruption of Scly in mice with selenium adequacy. We further confirmed that hepatic glycine levels are elevated in male, but not in female, Scly KO mice. In conclusion, our results reveal that Scly participates in the modulation of hepatic amino acid metabolic pathways.

## 1. Introduction

The trace element selenium is classically known for being critical to enhancing the efficiency of several redox reactions, attributed to the presence of the selenium-containing amino acid selenocysteine (Sec), an integral part of a group of proteins called selenoproteins [1]. Sec can be acquired through the diet or as a result of selenoprotein degradation, when Sec is decomposed through selenium recycling systems and resynthesized for insertion in the primary structure of newly formed selenoproteins [2].

Sec decomposition is catalyzed by the enzyme, selenocysteine lyase (SCL according to Protein Data Bank; EC:4.4.1.16; mSCL for the murine SCL), resulting in the release of selenide and alanine [3]. Selenide is postulated to be delivered back to selenoprotein synthesis [4]. *Scly* gene expression and mSCL expression and activity are highest in the kidneys and liver. The liver, in particular, is a major storage site for selenium and the site where selenium metabolism is coordinated in vertebrates. When dietary selenium is limiting, hepatic Scly is upregulated in mice [5], possibly contributing to maintaining selenoprotein synthesis. The liver also integrates central pathways in energy homeostasis, coordinating carbohydrate, lipid, and amino acid metabolism.

Interestingly, we have found that disruption of the *Scly* gene in mice led to obesity with dyslipidemia, hyperinsulinemia, glucose intolerance, and lipid accumulation in hepatocytes, characteristics of a metabolic syndrome-like phenotype. Scly KO mice also presented a localized selenium deficiency in the liver, even when fed a selenium-adequate diet [6]. Because of the effects of *Scly* disruption on energy metabolism, particularly insulin signaling [6,7], we sought to determine the pathways most affected and possibly responsible for the phenotype displayed by this mouse model.

In this study, we performed RNA Sequencing (RNA-Seq) analysis to determine differentially expressed genes in the livers of male Scly KO mice fed selenium adequate or selenium-deficient diets. Given the previously observed lipid deposition in the livers of Scly KO mice under low dietary selenium conditions, we expected differences between Scly KO and WT mice to be enhanced by low dietary selenium. Furthermore, we used a combined transcriptomics and metabolomics approach to identify hepatic molecular pathways influenced by the disruption of *Scly*-dependent selenium recycling in mice. Using this approach, we identified alterations in amino acid metabolism after the *Scly* gene disruption. Additionally, we pinpointed glycine as a differential amino acid elevated in the livers of Scly KO mice in a sex-dependent manner.

## 2. Materials and Methods

### 2.1. Animals and Diets

Mice lacking the *Scly* gene (Scly KO) were housed as a homozygous colony in our Animal Vivarium with a 12 h of light/dark cycle at 23 °C. C57BL/6N wild-type (WT) mice were obtained from The Jackson Laboratories and bred in-house for at least 20 generations. Weanlings were started on customized diets containing either 0.08 μg/g (mildly low) or 0.25 μg/g (adequate) of selenium as sodium selenite. Mice remained on these defined selenium diets *ad libitum* for at least eight weeks prior to euthanasia by CO_2_ asphyxiation. Livers and serum were removed after euthanasia and either snap-frozen or placed in RNAlater (Thermo Fisher Scientific, Waltham, MA, USA). Animal procedures were performed according to the National Institutes of Health Guide for the Care and Use of Laboratory Animals and approved by the Institutional Animal Care and Use Committee of the University of Hawaii, protocol n. 17-2616.

### 2.2. Reagents and Antibodies

Unless otherwise stated, all reagents were purchased from Sigma-Aldrich/MilliporeSigma (Burlington, MA, USA). Antibodies used were mouse monoclonal anti-DMGDH (Santa Cruz Biotechnology, Dallas, TX, USA, catalog n. sc-393178) and anti-alpha-tubulin (Novus Biologicals, Centennial, CO, USA, catalog n. NB100-690).

### 2.3. RNA Extraction and Sequencing

Liver tissues were disrupted with disposable probes using the Qiagen TissueRuptor, and total RNA was extracted using Qiagen AllPrep DNA/RNA Kit (Qiagen, Germantown, MD, USA). The quality of RNA samples was evaluated with Agilent BioAnalyzer (Agilent, Santa Clara, CA, USA) using the Nano RNA Kit. Five hundred ng of total RNA was used for mRNA isolation with the NEBNext^®^ Poly(A) mRNA Magnetic Isolation Module (New England Biolabs, Ipswich, MA, USA). Libraries for Next Generation Sequencing were prepared using NEBNext Ultra II Directional RNA Library Prep Kit for Illumina (New England Biolabs) following the manufacturer instructions. The quality of the libraries was evaluated with the Agilent BioAnalyzer using High Sensitivity DNA chips. To ensure optimal cluster density, the libraries were quantified with qPCR using KAPA/Roche Library Quantification Kit. Libraries were normalized, pooled, denatured and loaded on the flow cell at the 1.8 pM concentration. Sequencing was conducted with Illumina NextSeq 500 platform High Output/300 cycle kits (Illumina, San Diego, CA, USA).

### 2.4. Quantitative PCR (qPCR)

One microgram of total RNA was reverse-transcribed using High Capacity cDNA Reverse Transcription Kits (Applied Bioscience/ Thermo Fisher Scientific, Waltham, MA, USA), with 10 ng of resulting cDNA used for qPCR with PerfeCTa SYBR Green FastMix (Quantabio, Beverly, MA, USA) and 45 amplification cycles, in a 384-well plate platform of a LightCycler 480 II (Roche, Basel, Switzerland). Relative quantification used the ∆^−CT^ method, normalized to either hypoxanthine-guanine phosphoribosyltransferase (*Hprt1*), beta-actin (*Actb*) mRNA or 18S rRNA levels. Reported results used *Actb* expression in females and *Hprt1* in males as housekeeping genes for relative quantification. Table S1 provides primer sequences used in this study. All primers were evaluated for their efficiency prior to use in experiments

### 2.5. Metabolomics Analysis

Standards (approximately 1200 mammalian metabolites) were acquired from Sigma-Aldrich/MilliporeSigma, Santa Cruz Biotechnology, or Avanti Polar Lipids (Alabaster, AL, USA). The standards were prepared in appropriate solutions and analyzed on gas chromatography time-of-flight mass spectrometry (GC-TOFMS) at the University of Hawaii Cancer Center Metabolomics Shared Resource to establish an in-house metabolite database. Solvents, including methanol, acetonitrile, hexane, pyridine, and chloroform, were LC-MS grade or equivalent (Thermo Fisher Scientific). Ultrapure water is produced by a Milli-Q Reference system equipped with an LC-MS Pak filter (MilliporeSigma, Burlington, MA, USA) in the laboratory. The sample preparation procedures for GC-TOFMS were based on our previously published method with modifications [8]. Briefly, samples were spiked with internal standards and extracted with an appropriate organic solvent combination. Sample extracts were lyophilized and derivatized with methoxyamine and MSTFA to generate volatile TMS derivatives. Pooled samples containing aliquots from all the study subjects were used as study QCs and for correction of inter-batch analysis. Internal standards, standard mixture quality controls, and solvent blanks were analyzed and used to monitor data quality throughout the study. A GC-TOFMS system (LECO Corp., St. Joseph, MI, USA) was used for untargeted metabolomics profiling in mouse liver tissue samples. The optimized instrument settings are found in Table S2. Metabolite annotation was performed by comparing with reference standards in our in-house library (containing ~1200 endogenous metabolites). Commercial libraries, such as the National Institute of Standards and Technology (NIST) library 2010 and LECO/Fiehn Metabolomics Library for GC-TOFMS metabolome data (similarity threshold of 700 of 1000), were also used for validation and additional compound annotation.

### 2.6. Bioinformatics Analysis

Quality of Illumina sequence FASTQ files were explored using FASTQC prior to cleaning. The cleaning procedures of reads include trimming adapters and bases with Phred quality score less than 20 from both 3′ and 5′ ends using Cutadapt. Cleaned reads were imported into Partek Flow software (Partek Inc., St. Louis, MO, USA) to align against mm10 mouse reference genome using STAR and quantification to annotation model using Partek E/M. Gene counts were used for the differential gene expression analysis using DESeq2 Bioconductor package [9] as implemented in Partek Flow software and genes with FDR-adjusted *p*-values less than 0.05 were considered differentially expressed. Furthermore, functional and pathway analyses, as well as gene ontology (GO), ChIP enrichment analysis (ChEA) and kinase enrichment analysis (KEA) on the differentially expressed genes were done using Ingenuity Pathway Analysis (IPA; Qiagen), DAVID [10], and Enrichr [11,12] tools. For metabolomics and transcriptomics integration, the open-source MetaboAnalyst 4.0 software, maintained by the Xia Laboratory at McGill University (Canada), was used [13].

### 2.7. Western Blot

Livers were homogenized in CelLytic MT reagent (Sigma-Aldrich/MilliporeSigma) with protease inhibitors (Calbiochem/MilliporeSigma, Burlington, MA, USA) and subject to Western Blot analysis. Ten μg of total protein was loaded into 4–20% TGX gel in an SDS-PAGE chamber (BioRad, Hercules, CA, USA), electrophoresed, then transferred overnight to a PVDF membrane in Tris-glycine buffer containing 9% methanol. Quantification of protein expression was carried out in an Odyssey CLx Imaging System (Li-Cor Biosciences, Lincoln, NE, USA).

### 2.8. Amino Acid Assays

Glycine Assay Kit (Biovision, Milpitas, CA, USA) were used according to the manufacturer’s protocol to assess for glycine levels in 10 μL of serum and ~10 mg of liver tissue. Creatine levels were assessed using the Creatine Assay Kit (Sigma-Aldrich/MilliporeSigma), and following the protocol provided by the manufacturer.

### 2.9. Statistical Analysis

Power analysis for RNA-Seq was performed with RnaSeqSampleSize package [14] and for the metabolomic analysis using the MetaboAnalyst tool (http://www.metaboanalyst.ca). Statistical tests for non-omics approaches were performed rendering 0.05 as alpha using GraphPad Prism 7 (GraphPad Software Inc., San Diego, CA, USA), and mostly consisted of either Student’s *t*-test or two-way analysis of variance (two-way ANOVA) followed by Bonferroni’s ad hoc post-test.

## 3. Results

### 3.1. Effect of Scly Disruption on the Hepatic Transcriptome

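Liver RNA was sequenced from male wild-type (WT) C57BL/6N mice and from male Scly KO mice, which lack the gene for selenocysteine lyase, after at least 8 weeks on a diet with 0.08 μg/g (mildly low) or 0.25 μg/g (adequate) of selenium. The 12 libraries, named S1 to S12 as in Figure 1, form 4 groups of 3: WT on low selenium (WT LS, S1 to S3), WT on adequate selenium (WT MS, S4 to S6), Scly KO on adequate selenium (KO MS, S7 to S9) and Scly KO on low selenium (KO LS, S10 to S12). The legend of Figure 1 gives livers of mice and n = 3 for each experimental group without stating that each library is a separate mouse, and p-values measure the spread between these libraries. Poly(A) RNA was made into strand-specific libraries, and the authors trimmed the reads, aligned them to the mm10 mouse genome with STAR and estimated counts per gene with Partek E/M, which divides a read that fits several genes between them. The deposited values are therefore estimated counts, of which 89.8% are whole numbers, and near-identical genes such as those of the Mt, Saa, Cyp2 and histone families may share reads, which was not tested. Total counts ranged from 4797070 to 8901288 in WT LS (median 7084051), from 7561007 to 9291905 in WT MS (median 8834759), from 10024916 to 11762163 in KO LS (median 10312705) and from 7856894 to 9651890 in KO MS (median 9523989). The counts were rounded to whole numbers, genes with low counts were left out with edgeR's filterByExpr, and 12009 of 24795 genes were tested with edgeR's quasi-likelihood test in a single model of the 4 groups after normalization by TMM. DESeq2, the tool the paper names, and limma-voom with sample quality weights were run on the same counts. Genes of a pathway or cell type were compared with all other tested genes by camera, first with a preset correlation of 0.01 between the genes of a list and then with the correlation estimated from the data. Some libraries stood apart from the rest of their group. The ribosomal RNA precursor Rn45s, named after its values were seen, took 16.99% of the counts in S7 and 19.86% in S8, against 2.447% to 9.23% in the other libraries. In S12 the mean Spearman correlation with all other libraries was 0.873, the lowest of the 12, with counts on 16186 genes.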

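Scly RNA was lower in every Scly KO library than in every WT library on both diets. The gene encodes selenocysteine lyase, which decomposes selenocysteine, and lies on chromosome 1 of mm10 from 91298338 to 91321080. Its counts, normalized by TMM and scaled to a common total (CPM), were 77.9 ± 4.99 (SD, n = 3) in WT LS and 95.3 ± 8.91 (SD, n = 3) in WT MS, against 4.97 ± 0.129 (SD, n = 3) in KO LS and 6.53 ± 0.327 (SD, n = 3) in KO MS. This is a log2 fold change of -3.97 (standard error 0.198, adjusted p = 3.46e-07 from edgeR) on low selenium and of -3.87 (standard error 0.198, adjusted p = 4.84e-07 from edgeR) on adequate selenium.

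**Figure D1:**
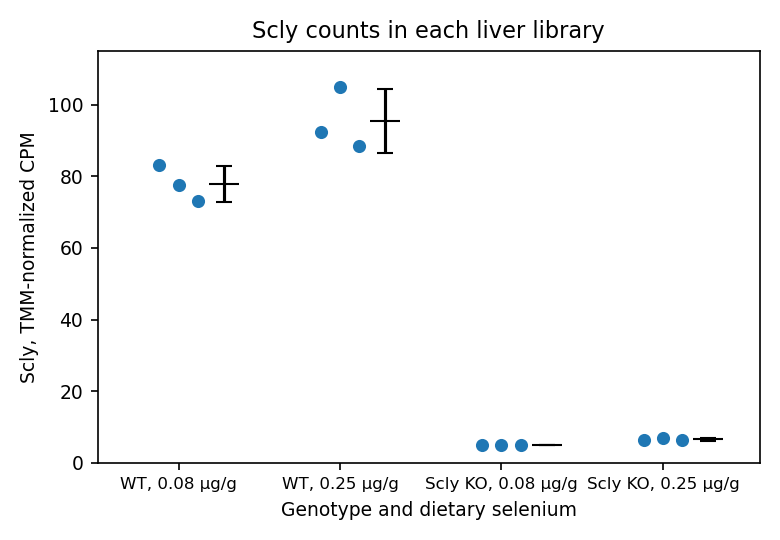
Scly in each of the 12 liver libraries, as TMM-normalized CPM on a linear axis, by genotype and dietary selenium. Points are libraries and the bar beside them is the mean ± SD of 3 libraries. The WT libraries lie between 73.1 and 105 and the Scly KO libraries between 4.84 and 6.9.

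Across the transcriptome, the absolute log2 fold change was larger on low selenium for 8497 of the 12009 genes, with a median of 0.34 on low and 0.18 on adequate selenium. The signed fold changes also followed transcript length, with a Spearman correlation of 0.382 on low and -0.16 on adequate selenium. KO LS also holds S12, which stood apart. How much of the difference in size these carry was not tested. At an unadjusted p under 0.05 from edgeR, 694 genes were higher and 657 lower in Scly KO on low selenium, against 62 higher and 49 lower on adequate selenium. After adjustment, edgeR called 1 gene on each diet, Scly, and the smallest adjusted p of any other gene was 0.211 on low and 0.695 on adequate selenium. Without S11, edgeR called 6 genes on low selenium, and without S1, S4 or S9 it called 2. DESeq2 called 28 higher and 19 lower genes on low selenium and 1 higher and 2 lower on adequate selenium, 48 genes in all, and limma-voom called 90 on low and 905 on adequate selenium. Of the 26 genes other than Scly that DESeq2 called averaged over both diets, 20 had the larger absolute fold change on low selenium, against 33 of 67 for limma-voom. The difference between the diets itself, tested as the genotype by diet interaction, gave 0 genes with edgeR and 0 with DESeq2, 2081 with limma-voom and 808 at an unadjusted p under 0.05 from edgeR. Low against adequate selenium gave 0 genes in Scly KO livers with edgeR (2633 at an unadjusted p under 0.05, 129 with DESeq2 and 5988 with limma-voom) and 3979 without S9. Without S9, KO MS is S7 and S8, the libraries with the largest share of Rn45s, so diet and these libraries cannot be told apart there. In WT livers low against adequate selenium gave 0 genes with edgeR (275 at an unadjusted p under 0.05, 2 with DESeq2 and 18 with limma-voom).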

RNA-Seq analysis revealed 52 genes to be differentially expressed in the Scly KO versus WT mice (Figure 1 and Supplementary Table S3), with most of the changes being accentuated by selenium deficiency in the Scly KO mice. Full RNA-Seq results can be found on the National Center for Biotechnology Information (NCBI) Gene Expression Omnibus (GEO) repository under Accession Number GSE137205.

Based on the gene function and relevance to the metabolic phenotype observed in this knockout mouse model [6], selected differentially expressed genes were validated by qPCR analysis according to most significant *p*-values in the RNA-Seq, regardless of whether up-or downregulated. 

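In the RNA-Seq counts of Scly KO against WT livers on low selenium, the lowest fold change of the 15 genes measured by qPCR belonged to Selenbp2. The gene, which encodes a selenium-binding protein, lies on chromosome 3 from 94693573 to 94704406 and was at 12.9 ± 3.26 CPM (SD, n = 3) in KO LS against 326 ± 296 CPM (SD, n = 3) in WT LS, a log2 fold change of -4.66 (standard error 0.772, adjusted p = 0.211 from edgeR and 4.36e-09 from DESeq2). The metallothioneins Mt1 and Mt2, which bind zinc and other metals, had log2 fold changes of 4.27 and 5.01, and Lcn2, an iron-binding protein of the acute phase, of 5.67. These high means rest on part of the KO LS libraries: Mt1 was at 260 CPM in S12 against a group mean of 106, and Lcn2 was at 54 CPM in S10 and 51.4 in S12 but 0.77 in S11. The bile salt and drug exporter Abcc3 (chromosome 11, 94343295 to 94392976) was at 117 ± 37.2 CPM (SD, n = 3) in KO LS and 101 ± 50.8 (SD, n = 3) in KO MS, against 44.7 ± 1.37 (SD, n = 3) in WT LS and 49.5 ± 7.56 (SD, n = 3) in WT MS. Its log2 fold change was 1.39 (standard error 0.328) on low and 1.03 on adequate selenium. The small GTPase gene Arl4d (chromosome 11, 101665541 to 101667832) had a log2 fold change of -2.16 (standard error 0.368) on low selenium, with 10.1 ± 1.61 CPM (SD, n = 3) in KO LS and 45.2 ± 1.91 CPM (SD, n = 3) in WT LS. The transporter gene Abcb1a and the acyl-CoA thioesterase gene Acot3 had log2 fold changes of 2.90 and 2.46 there, and Acot3 ranged from 9.46 to 48.6 CPM between the KO LS libraries. Ces1g, a carboxylesterase gene (chromosome 8, 93302369 to 93337209), had the larger fold change on adequate selenium, 1.29 (standard error 0.274) against 0.75 on low selenium. On low selenium 10 of the 15 genes were above and 5 below 0.

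**Figure D2:**
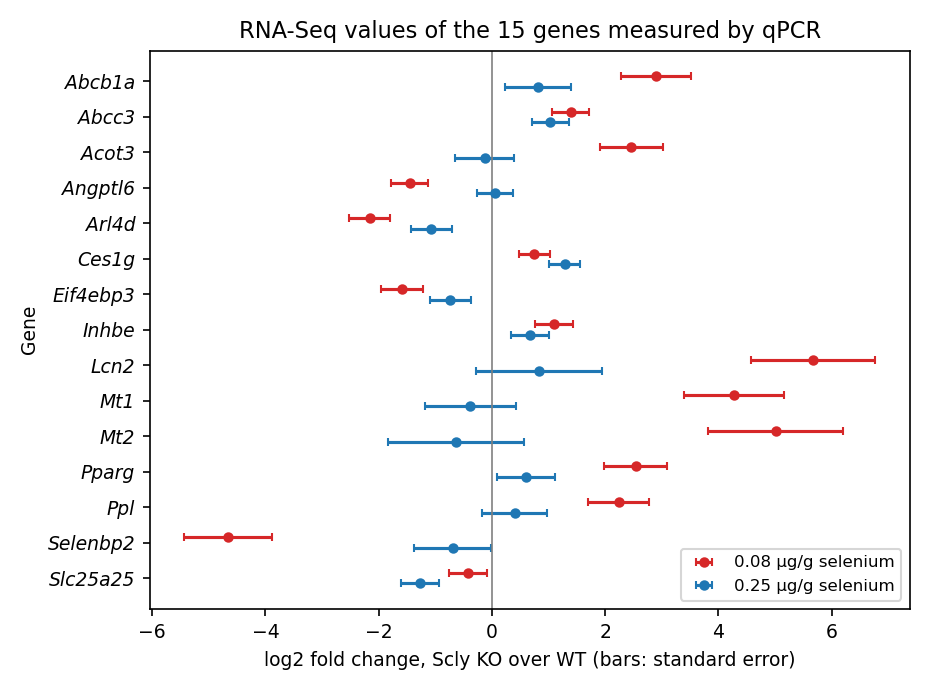
Log2 fold change of Scly KO over WT for the 15 genes measured by qPCR, from the RNA-Seq counts. Points are edgeR estimates from 3 libraries a group, red on 0.08 μg/g and blue on 0.25 μg/g of selenium, and bars are standard errors. On low selenium the values run from -4.66 for Selenbp2 to 5.67 for Lcn2.

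Over all 12009 genes, edgeR called 0 of the 15 on either diet, while 14 had an unadjusted p under 0.05 on low and 4 on adequate selenium. DESeq2 called 12 on low selenium and 1 on adequate selenium, Ces1g, and limma-voom 8 and 4. With edgeR, 14 passed on low and 4 on adequate selenium when adjusted over the list alone, which is not independent evidence, since the genes were chosen on these libraries. The difference between the diets itself, the interaction, gave 0 of the 15 with edgeR (10 at an unadjusted p under 0.05 and 7 when adjusted over the list alone), 0 with DESeq2 and 6 with limma-voom. Counted over both diets, DESeq2 called 13, limma-voom 10 and edgeR without S11 4 of the 15.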

Changes in expression were confirmed for eleven genes in male Scly KO mice according to either genotype or dietary selenium level (Table 1). Genes upregulated by Scly KO included ATP-binding cassette subfamily C member (*Abcc3*), ADP ribosylation factor-like 4D (*Arl4d*), and peroxisome proliferator-activated receptor gamma (*Pparg*), while downregulated genes included eukaryotic translation initiation factor 4E binding protein 3 (*Eif4ebp3*), inhibin beta-E (*Inhbe*), and selenium binding protein 2 (*Selenbp2*). Selenium levels regulated the expression of four genes independent of genotype, ATP-binding cassette subfamily B member 1A (*Abcb1a*), *Abcc3*, *Inhbe*, and periplakin (*Ppl*).

We previously reported significant sex differences in the metabolic phenotype of the Scly KO mouse model [15], and thus, expanded our validation analysis to include female Scly KO mice. We performed qPCR in female livers for the genes found to be affected in male Scly KO mice (Table 2). In females, Scly KO led to upregulation of the genes for *Abcb1a* and *Inhbe*, and downregulation of the genes for acyl-CoA thioesterase 3 (*Acot3*), lipocalin 2 (*Lcn2*), metallothionein 1 (*Mt1*), metallothionein 2 (*Mt2*), *Selenbp2*, and solute carrier family 25 member 25 (*Slc25a25*). Selenium levels affected only two genes, *Acot3* and *Arl4d*, in female mice.

Based on the fold-change differences observed for each gene from the RNA-Seq screening (raw data available at GEO Accession Number GSE137205), pathway analysis was performed. Using IPA, we found 42 pathways enriched in Scly KO versus WT mice; pathways that exhibited the highest enrichment are listed in Table 3. 

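Target genes of PXR and the related receptor CAR, which switch on drug-metabolizing enzymes and transporters, were higher as a group in Scly KO than in WT livers. Averaged over both diets, 28 of the 32 tested members were above 0, with a median log2 fold change of 0.34 (camera, adjusted p = 3.22e-09, and adjusted p = 0.00632 with an estimated correlation). Examples are the exporters Abcc3 and Abcb1a, with log2 fold changes of 1.21 and 1.86, the cytochrome P450 gene Cyp2c38, with 1.16, and the organic anion transporter gene Slco1a4, with 1.11. Cyp2c38 was at 36.2 ± 4.42 CPM (SD, n = 3) in KO LS and 31.9 ± 13.4 (SD, n = 3) in KO MS, against 11.5 ± 4.55 (SD, n = 3) in WT LS and 20 ± 6.84 (SD, n = 3) in WT MS. By diet, 26 of the 32 were above 0 on low selenium (median 0.39, adjusted p = 0.000139, and adjusted p = 0.0494 with an estimated correlation, which passed only with Scly in the lists tested beside it) and 21 on adequate selenium (median 0.30, adjusted p = 0.00187, and adjusted p = 0.102 with an estimated correlation). The RNA of PXR itself, Nr1i2, had a log2 fold change of 0.12 (standard error 0.180, adjusted p = 1 from edgeR). Target genes of NRF2, the sensor of oxidative and electrophilic stress, were also higher as a group, with 20 of 23 above 0 and a median of 0.60 (adjusted p = 6.66e-13, and adjusted p = 0.015 with an estimated correlation). Abcc3 stands on both lists, as does the glutathione transferase gene Gsta1, which was at 31.6 CPM in S12, where markers of bile duct cells were also highest, against 0.814 and 2.12 in the other KO LS libraries. The NRF2 target Osgin1 had a log2 fold change of 1.12 and the epoxide hydrolase gene Ephx1 of 0.60. Of 20 genes of bile acid synthesis and transport, 14 were below 0 (median -0.18, adjusted p = 0.0889). Cyp2c38 is also one of the genes with higher RNA in female than in male mouse liver. Averaged over diets, 7 PXR and CAR targets and 9 NRF2 targets were higher at an adjusted p under 0.05 from edgeR when adjusted over the list alone and 0 over all genes, with 9 and 12 at an unadjusted p under 0.05. DESeq2 called 5 and 2 and limma-voom 4 and 4. Without S7 and S8, an alternative added after seeing the data that leaves S9 as the only KO MS library, assumed to vary like the other groups, the adjusted p with an estimated correlation was 0.182 for the PXR and CAR targets and 0.348 for the NRF2 targets, and for the latter it was 0.0541 without S4, 0.0791 without S7 and 0.055 without S11, with a median of 0.31 without S12 and 0.28 with limma-voom. For the PXR and CAR targets the median was 0.21 without S10 and 0.19 without S11, the group p on adequate selenium was 0.205 without S9 and 0.0538 without S6, and that with an estimated correlation on low selenium lay between 0.059 and 0.202 without any 1 of S1 to S7 and S9 to S11 and was 0.0656 with no filter on low counts. With a trend over transcript length and GC content removed, also added after seeing the data, the median on low selenium was 0.62. From the fold changes of each gene, the paper's analysis places PXR/RXR activation first among the pathways of Table 3. That ranking rests on the same libraries, so the values here are not independent evidence for it.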

Using KEGG pathway analysis, we uncovered mineral absorption, ABC transporters and selenocompound metabolism as pathways with the highest combined score for differential activation in livers of Scly KO mice (Supplementary Table S4).

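Of the transporters and carriers of mineral absorption, 16 of 22 tested genes were above 0 in Scly KO against WT on low selenium, with a median log2 fold change of 0.19 (camera, adjusted p = 0.0252, and adjusted p = 0.207 with an estimated correlation). The metallothioneins Mt1 and Mt2 lead the list. The paper's KEGG analysis rests on the same libraries, so the lists named after its pathways are not independent evidence for it. Steap2, a metalloreductase gene on chromosome 5 from 5664829 to 5694568, was at 26.5 ± 2.79 CPM (SD, n = 3) in KO LS and 16.4 ± 3.15 (SD, n = 3) in WT LS, a log2 fold change of 0.69 (standard error 0.214), and the heme oxygenase gene Hmox1 had a log2 fold change of 1.27 (standard error 0.468). Of 37 ABC transporter genes, 26 were above 0 on low selenium (median 0.23, adjusted p = 0.0418, and adjusted p = 0.585 with an estimated correlation). Besides Abcb1a and Abcc3, these include Abcb4, the phospholipid exporter of the bile canaliculus, at 302 ± 64 CPM (SD, n = 3) in KO LS and 173 ± 44 (SD, n = 3) in WT LS, and the peroxisomal transporter gene Abcd2 with a log2 fold change of 0.82 (standard error 0.309). On low selenium, 3 genes of mineral absorption and 2 ABC transporter genes passed edgeR when adjusted over the list alone, 0 over all genes, 4 and 8 at an unadjusted p under 0.05, 2 and 2 with DESeq2 and 0 and 2 with limma-voom. Among 23 genes of selenocompound metabolism and selenoprotein synthesis, 13 were below 0 on low selenium (median -0.13, adjusted p = 0.000139, and adjusted p = 0.0494 with an estimated correlation). That list holds Scly itself, and without it, a choice made after seeing the data, the adjusted p was 0.0756, or 0.312 with an estimated correlation. With Scly in the list, that with an estimated correlation lay between 0.0602 and 0.175 without any 1 library except S8, and the median was -0.061 with limma-voom and -0.0077 without S12. Its other members with the smallest p were Selenbp2, Lrp2, an uptake receptor for selenoprotein P, with a log2 fold change of -2.29 (standard error 0.629), and Trnau1ap, a factor of selenocysteine tRNA function, with -1.16 (standard error 0.433). On adequate selenium, neither mineral absorption (adjusted p = 0.905) nor the ABC transporters (adjusted p = 0.453) passed as a group. The group p on low selenium was 0.115 for mineral absorption without S12 and 0.0827 without S3, and for the ABC transporters 0.161 without S11, 0.109 without S1, 0.0711 without S10 and 0.0523 without S3. The median for mineral absorption was 0.34 without S1, 0.32 without S11 and 0.11 without S12, and for the ABC transporters 0.15 without S10. With limma-voom the median for mineral absorption was 0.11. The adjusted p of the ABC transporters was 0.0516 with no filter on low counts. Of the alternatives added after seeing the data, removing the trend over length and GC content gave the ABC transporters an adjusted p of 0.637 and a median of 0.0083 and mineral absorption a median of 0.091, and the adjusted p of mineral absorption was 0.0595 without S7 and S8.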

Using the Enrichr online tool [11,12], we performed gene ontology, kinase enrichment (KEA), ChIP enrichment (ChEA) analyses. 

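Nuclear receptors, whose ligand binding domain senses hormones, lipids and xenobiotics, and their coregulators were compared between Scly KO and WT livers on low selenium. Of 36 tested genes, 25 were above and 11 below 0, with a median log2 fold change of 0.19 (camera, adjusted p = 0.459, and adjusted p = 0.847 with an estimated correlation). The smallest p belonged to Pparg, the gene of the receptor PPARγ, and to Cebpd. The latter stands on the list but is not a nuclear receptor: it encodes a transcription factor of the acute phase and of fat cell formation. Cebpd was at 5.89 ± 0.822 CPM (SD, n = 3) in KO LS and 12.1 ± 1.84 CPM (SD, n = 3) in WT LS, a log2 fold change of -1.02 (standard error 0.255). The estrogen-related receptor gene Esrra had a log2 fold change of -0.59 (standard error 0.251) and the corepressor gene Nrip1 of 0.56 (standard error 0.254). When adjusted over the list alone, Pparg was higher and Cebpd lower with edgeR. Over all genes, edgeR called 0 of the 36 (4 at an unadjusted p under 0.05), DESeq2 1 and limma-voom 2. The median was 0.012 without S10, 0.29 with limma-voom and 0.023 with a trend over transcript length and GC content removed. Without S12, the adjusted p of the group was 0.0217 and the median 0.29, and without S7, S8 and S12 the adjusted p was 0.00846. The removal of the trend and the run without S7, S8 and S12 were added after seeing the data.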

Gene ontology analysis revealed ligand binding domain (LBD) as the molecular function with the highest score between WT and Scly KO mice fed a low selenium diet. Gene ontology of biological process revealed regulation of interleukin secretion to have the highest score between these same groups. 

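Genes of interleukin-1 secretion did not shift as a group on low selenium, with 6 of 13 tested genes above and 7 below 0 in Scly KO against WT. The median log2 fold change was -0.07, the mean 0.58 and the camera direction up (adjusted p = 0.296, and adjusted p = 0.663 with an estimated correlation). Gas6, a ligand of the TAM receptors that restrain inflammation, was at 59.4 ± 28.3 CPM (SD, n = 3) in KO LS and 20.1 ± 3.53 (SD, n = 3) in WT LS, a log2 fold change of 1.57 (standard error 0.375). Orm2, an acute phase glycoprotein, had a log2 fold change of 2.83 (standard error 0.708), Il1b, the cytokine itself, of 1.91 (standard error 0.583) at 1.29 ± 0.628 CPM (SD, n = 3) in KO LS, and Il1rn, the interleukin-1 receptor antagonist, of 2.24 (standard error 0.713). These genes were not high in the same libraries: Orm2 was at 40.1 CPM in S10, 4.14 in S11 and 8.01 in S12, and Il1rn at 2.35, 1.83 and 16. All 4 passed edgeR when adjusted over the list alone, 0 of the 13 did over all genes (4 at an unadjusted p under 0.05), and DESeq2 called 2 and limma-voom 1. Of 24 acute phase genes, which the liver makes in inflammation, 19 were above 0 on low selenium (median 0.65, adjusted p = 0.000707, and adjusted p = 0.519 with an estimated correlation). Besides Lcn2 and Orm2, these include Saa2 with a log2 fold change of 5.82 (standard error 1.43), at 751 CPM in S10, 5.68 in S11 and 12.1 in S12. Without S10, the adjusted p of the acute phase genes was 0.376 and the median 0.19. With a trend over transcript length and GC content removed, an alternative added after seeing the data, that of interleukin-1 secretion was 0.0281.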

KEA analysis uncovered cyclin-dependent kinase 9 (Cdk9) and mitogen-activated protein kinase kinase 1 (MAP2K1) as upstream kinases possibly regulating the formation of the subnetwork. 

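The RNA of the kinase genes themselves differed little between the groups. Cdk9, a kinase that releases RNA polymerase II into elongation, lies on chromosome 2 from 32705782 to 32712784 and was at 21.3 ± 1.38 CPM (SD, n = 3) in KO LS, 20.4 ± 4.26 (SD, n = 3) in KO MS, 21.5 ± 2.25 (SD, n = 3) in WT LS and 21 ± 0.808 (SD, n = 3) in WT MS. Its log2 fold change in Scly KO was -0.0077 (standard error 0.204, adjusted p = 0.989 from edgeR) on low selenium. Map2k1, the kinase upstream of ERK, lies on chromosome 9 from 64185793 to 64253605, with 35.7 ± 2.9 CPM (SD, n = 3) in KO LS and 43.2 ± 12.8 (SD, n = 3) in WT LS. Its log2 fold change was -0.27 (standard error 0.217, adjusted p = 0.563 from edgeR) on low and 0.18 (standard error 0.218, adjusted p = 0.999 from edgeR) on adequate selenium. Counts of RNA do not measure the activity of a kinase.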

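Target genes of PPARα, which drive fatty acid oxidation, were higher as a group in Scly KO than in WT livers on low selenium, with 23 of 31 above 0 and a median log2 fold change of 0.51 (camera, adjusted p = 0.000241, and adjusted p = 0.296 with an estimated correlation). Among the members with the smallest p were Cyp4a14, a fatty acid hydroxylase, at 243 ± 139 CPM (SD, n = 3) in KO LS and 12.9 ± 12.5 (SD, n = 3) in WT LS, and the thioesterase genes Acot3 and Acot2, the latter at 68.6 CPM in S12 against 8.77 in S10 and 9.53 in S11. Angptl4, an inhibitor of lipoprotein lipase and also a PPARα target, had a log2 fold change of -0.81 (standard error 0.239). With edgeR, 3 targets were higher and 1 lower when adjusted over the list alone, 0 passed over all genes (12 at an unadjusted p under 0.05), and DESeq2 called 2 and limma-voom 2. The group did not pass camera without S11 (adjusted p = 0.058 on the edgeR data, median 0.31). Target genes of LXR, which control cholesterol efflux, did not move together, with 8 of 15 above 0 (median 0.042, camera direction down, adjusted p = 0.449). Among the transcription factors themselves, Cebpa, Ppara, Rxra, Nr1h3 and Nr1h2 passed neither edgeR nor DESeq2 on low selenium. Cebpa (chromosome 7, 35119293 to 35121931) had a log2 fold change of -0.54 (standard error 0.434, adjusted p = 0.562 from edgeR), Ppara (chromosome 15, 85735564 to 85806851) of 0.44 (standard error 0.403, adjusted p = 0.61) and Rxra (chromosome 2, 27677201 to 27763319) of 0.34 (standard error 0.492, adjusted p = 0.75). The LXRα gene Nr1h3 had a log2 fold change of -0.65 (standard error 0.336, adjusted p = 0.448) and the LXRβ gene Nr1h2 of 0.22 (standard error 0.277, adjusted p = 0.713).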

Interestingly, ChEA analysis revealed CCAT enhancer binding protein alpha (CEBPα), peroxisome proliferator-activated receptor alpha (PPARα), retinoid X receptor (RXR), liver X receptor (LXR) and PPARγ as possible upstream transcription factors leading to the observed metabolic differences between WT and Scly KO mice (Supplementary Table S4).

### 3.2. Sex Differences in Hepatic Metabolites of Scly KO Mice

The physiological effects of disruption of selenium recycling have been investigated [6], but not in the context of overall changes in the metabolome. We pursued metabolomics analysis of the livers of male and female WT, and Scly KO mice fed a selenium-adequate diet, and detailed metabolomics results are found in the Supplementary Table S5. In males, seven metabolites were elevated by the disruption of the *Scly* gene (Figure 2a,b). In addition, pyruvate presented a non-significant statistical trend towards higher levels, with a *p*-value of 0.0532 (Figure 2b).

Strikingly, in female Scly KO mice, however, thirteen metabolites were found to vary in their livers significantly (Figure 2c,d). Moreover, two additional metabolites, dimethylglycine and xanthine, presented *p*-values of 0.0608 and 0.0565 respectively, pointing to a trend towards decreased levels of these metabolites in the Scly KO mice (Figure 2c). This result was in contrast with males. Compared to the thirteen differentially detected metabolites in female Scly KO mouse livers, with the majority in lower levels in the Scly KO mice, the majority of metabolites were increased in males.

### 3.3. Pathway Enrichment Analysis of the Livers of Scly KO Mice

*In silico*, we combined results of the transcriptomics and metabolomics analysis of male mice fed adequate selenium and performed an integrated omics analysis, using the MetaboAnalyst 4.0 software package and the metabolites listed in Supplementary Table S6. Integrated omics revealed pathways to be affected by the absence of the *Scly* in the livers of mice. These pathways are disclosed in the Supplementary Table S7, with the top 10 enriched pathways compiled in Table 4. 

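In Scly KO against WT livers on adequate selenium, 12 of 27 tested genes of amino acid interconversion around alanine, aspartate and glutamate were above 0 and 15 below, with a median log2 fold change of -0.087 (camera, adjusted p = 0.223, and adjusted p = 0.828 with an estimated correlation). Got1, the cytosolic aspartate aminotransferase, lies on chromosome 19 of mm10 from 43499753 to 43524605 and was at 218 ± 21.3 CPM (SD, n = 3) in KO MS and 409 ± 125 CPM (SD, n = 3) in WT MS, a log2 fold change of -0.91 (standard error 0.340). Gls2, the liver glutaminase (chromosome 10, 128194635 to 128210004), was at 248 ± 29.1 CPM (SD, n = 3) in KO MS and 353 ± 63.5 CPM (SD, n = 3) in WT MS, a log2 fold change of -0.51 (standard error 0.242). The urea cycle genes Asl and Ass1 had log2 fold changes of -0.38 and -0.50 (standard errors 0.253 and 0.361). The smallest adjusted p over the list alone was 0.524, for Got1. Over all genes edgeR and DESeq2 called 0 of the 27 and limma-voom 1, and 1 had an unadjusted p under 0.05 from edgeR. Without S8, the adjusted p of the group was 0.0173. These are values of RNA, and the metabolite levels that entered the integrated analysis were not used here.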

The most enriched pathway was alanine, aspartate and glutamate metabolism. Interestingly, five amino acid pathways were enriched in the analysis, plus the aminoacyl-tRNA biosynthesis pathway, which charges tRNAs with amino acids for protein translation. 

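None of 5 other lists of metabolic or tRNA charging genes passed camera as a group between Scly KO and WT livers on adequate selenium. These lists are not the same sets as the pathways of Table 4, which were scored on metabolites and transcripts together. For branched-chain amino acids the paper's pathway is biosynthesis and the list here is catabolism. Its taurine and hypotaurine pathway is set here within a wider list. Of 37 aminoacyl-tRNA synthetase genes, 19 were above and 18 below 0 (median 0.032, camera direction down, adjusted p = 0.653), and the smallest p belonged to Hars, with a log2 fold change of -0.30 (standard error 0.200), and Aars2, with -0.55 (standard error 0.417). Of 30 genes of glycine, serine and threonine metabolism, 18 were below 0 (median -0.066, adjusted p = 0.12), among them the serine dehydratase gene Sds with a log2 fold change of -0.68 (standard error 0.368) and Sdsl with -0.51 (standard error 0.262). Without S7, the adjusted p of that group was 0.0424. Of 18 genes of cysteine, taurine and glutathione metabolism, 10 were below 0 (median -0.034, camera direction up, adjusted p = 0.905). Csad, the enzyme that makes hypotaurine, had a log2 fold change of 1.04 (standard error 0.392), with 107 ± 8.68 CPM (SD, n = 3) in KO MS and 52 ± 22.1 CPM (SD, n = 3) in WT MS. Of 21 genes of branched-chain amino acid catabolism, 13 were above 0 (median 0.049, adjusted p = 0.619). Without S7 and S8, an alternative added after seeing the data, KO MS is S9 alone, assumed to vary like the other groups, and the direction of this group was down (adjusted p = 0.00861). Of 22 genes of galactose metabolism, 10 were above 0 (median -0.093, adjusted p = 0.619), among them the aldose reductase gene Akr1b3 with a log2 fold change of 1.53 (standard error 0.584). In the genes of these lists edgeR and DESeq2 called 0, and limma-voom called 2, 1, 3, 0 and 3 in the order given. Unadjusted p values under 0.05 from edgeR numbered 2 for cysteine, taurine and glutathione metabolism, 1 for galactose metabolism and 0 for the other 3.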

### 3.4. Glycine Metabolism in the Scly KO Mice

Dimethylglycine levels changed both in males and females as described in Section 3.2, but in different directions. Male Scly KO mice had increased levels of dimethylglycine in their livers, while female Scly KO mice had a trend towards lower levels of this metabolite. Dimethylglycine is the precursor for the synthesis of sarcosine and glycine, two metabolites that also changed in livers of Scly KO mice.

Paradoxically, while males had a slight, but statistically significant, elevation of glycine, females had decreased levels of sarcosine. Dimethylglycine conversion into sarcosine is catalyzed by the enzyme dimethylglycine dehydrogenase (DMGDH), and sarcosine availability is dependent on the levels of the amino acid creatine [16]. We assessed levels of glycine in the liver and in the serum (Figure 3a–d), and of creatine in the liver (Figure 3e,f) of WT and Scly KO mice. Serum glycine levels in both sexes were unchanged (Figure 3a,b). Nevertheless, only male Scly KO mice had increased levels of glycine in their livers (Figure 3c). Female Scly KO mice maintained hepatic glycine (Figure 3d) at the same level as their WT counterparts. Hepatic creatine levels in both sexes, genotypes and diets were unchanged (Figure 3e,f).

We additionally tested whether the expression of DMGDH was affected in these animals. To our surprise, DMGDH expression was maintained in male Scly KO mice livers, regardless of selenium levels in the diet (Figure 4a,b). Moreover, the expression of creatine kinase B (CKB), the hepatic enzyme responsible for creatine synthesis, was unchanged in male Scly KO mice fed a selenium-adequate diet compared to WT mice (Figure 4c).

## 4. Discussion

The physiological role of SCL in vertebrates has been mostly analyzed and discussed in the context of its action on selenium metabolism, specifically its well-characterized biochemical function of selenocysteine decomposition as a source of selenide for selenoprotein synthesis [4,17,18]. Nevertheless, the potential relationship of SCL-dependent selenocysteine decomposition with additional molecular pathways has been sparsely investigated, the sole report of a regulatory function being that of providing 2-naphtol to major urinary proteins [19]. Using the Scly KO mouse model and a combined approach with transcriptomics and metabolomics analyses, we identified hepatic molecular pathways, particularly involving the metabolism of several amino acids, that are affected by the disruption of selenocysteine decomposition in mice. The Scly KO mice presents a metabolic syndrome-like phenotype when fed a selenium-adequate diet. In these conditions, selenoprotein gene expression is elevated, but selenoprotein levels are mostly maintained in the liver, where mSCL is most active. Moreover, we previously observed enrichment of pyruvate in the livers of male Scly KO mice [7], a finding further confirmed in our metabolomic results presented here. The metabolic consequences of the absence of *Scly* suggest the involvement of mSCL in controlling aspects of hepatic energy metabolism that may go beyond selenoprotein levels and its actions.

Our RNA-Seq analysis revealed the extent to which *Scly* absence predominantly affects transcription factors. Intriguingly, the most enriched pathway uncovered is pregnane and xenobiotic receptor/ retinoid X receptor (PXR/RXR) activation. These two transcription factors regulate the expression of genes involved in xenobiotic metabolism in nonalcoholic fatty liver disease [20]. Combined with the observed upregulation of *Pparg*, a classic coordinator of lipogenesis and lipid metabolism [21], our PXR/RXR results in the Scly KO mouse liver suggest that these two nuclear regulatory pathways may be involved in the lipid deposition observed in Scly KO mice hepatocytes. 

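Pparg lies on chromosome 6 of mm10 from 115360951 to 115490401. Its CPM was 12.3 ± 7.06 (SD, n = 3) in KO LS and 8.87 ± 5.38 (SD, n = 3) in KO MS, against 2.08 ± 0.778 (SD, n = 3) in WT LS and 5.93 ± 2.26 (SD, n = 3) in WT MS. On low selenium the log2 fold change was 2.54 (standard error 0.558, adjusted p = 0.342 from edgeR and 0.0048 from DESeq2), and on adequate selenium it was 0.60 (standard error 0.508, adjusted p = 0.999 from edgeR). Of 11 genes that PPARγ induces or that coat lipid droplets, 9 were above 0 on low selenium, with a median log2 fold change of 0.79 (camera, adjusted p = 0.000997, and adjusted p = 0.43 with an estimated correlation). Among them were Gpat3, an acyltransferase of triglyceride synthesis, with a log2 fold change of 2.94 (standard error 0.662), the lipoprotein receptor gene Vldlr with 2.15 (standard error 0.511) and Cidec, a protein of lipid droplets, with 4.32 (standard error 1.22). Library S12 holds the highest values of Gpat3, 40.7 CPM against 6.87 in S10 and 6.54 in S11, and of Cidec, 72.1 CPM against 3.07 and 2.41. The median deviation of the list from the mean of the libraries was 1.54 in S12 and at most 0.088 in S10 and S11, and in S12 that of bile duct markers was 2.27 (4 genes) and that of stellate cell and fibroblast markers 0.53 (12 genes). With edgeR 5 of the 11 were higher and 1 lower when adjusted over the list alone, 0 passed over all genes (6 at an unadjusted p under 0.05), and DESeq2 called 3 and limma-voom 2. Without S12 the median was 0.38, and with limma-voom 0.46. On adequate selenium 8 of the 11 were above 0 (median 0.33, adjusted p = 0.247). Genes of lipogenesis moved the other way on adequate selenium, with 17 of 18 below 0 in Scly KO (median -0.32, adjusted p = 0.00773, and adjusted p = 0.828 with an estimated correlation). That group call was lost without S4 (adjusted p = 0.86, median 0.029) and without S9 (adjusted p = 0.0571), and of the alternatives added after seeing the data, without S7 and S8 (adjusted p = 0.982, with S9 as the only KO MS library) and with the length and GC trend removed (adjusted p = 0.0532). The median was -0.52 without S5, -0.15 without S8 and -0.62 without S9.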

A ChEA analysis with the RNA-Seq results confirmed this possibility, as several transcription factors known to be involved in the control of hepatic lipid metabolism, such as CEBPα, PPARα, PPARγ, RXR, and LXR [20,22,23], obtained high combined scores in this analysis. Moreover, gene ontology also confirmed RXR as a potential link that can explain the metabolic phenotype of the Scly KO mice. Further studies to establish the molecular mechanism for the activation of this transcription factor specifically in the Scly KO mouse liver may enrich our understanding of the connection between selenium and energy metabolism that leads to the metabolic syndrome phenotype of this mouse model.

Still, these effects on nuclear factors can be consequences of a primary effect that SCL has on hepatic amino acid metabolism. Localized selenium deficiency could be more relevant to the observed changes in amino acid pathways in the Scly KO mice, as metabolomic profiling combined with transcriptomics performed in the liver of selenium-deficient mice also revealed increases in amino acid levels and significant enrichment of amino acid pathways [24]. Unsurprisingly, disruption of *Scly* slightly decreases selenium content in the liver [6], which could explain the observed effect on amino acid pathways.

Selenium-deficient mice also had significant changes in amino acid pathways in the serum [25], galvanizing these pathways as responsive to low selenium levels. Specifically, the study mentioned also showed that serum glycine levels were enhanced in selenium deficiency, an effect that we did not observe in the serum of Scly KO mice. Serum glycine has been negatively associated with body mass index, insulin resistance and triacylglycerol in humans [26]. The Scly KO mice, however, were obese and insulin resistant under selenium-adequate conditions. This obesity state worsened by selenium deficiency [6], without changes in serum glycine or hepatic creatine, a product of glycine utilization [16]. Nevertheless, glycine levels were elevated in the liver of the Scly KO mice. This paradoxical result points to a regulatory, indirect involvement of SCL in determining glycine levels in the liver. Such an effect could occur either via consumption of hepatic glycine to synthesize glutathione, ameliorating oxidative stress, or via a modulatory role enhancing the uptake of glycine for hepatic gluconeogenesis, as these coordinate the fate of glycine in the liver [27]. In both cases, less glycine would be released to the bloodstream. Also, the effect of selenium status on glycine levels could be mediated by a selenoprotein synthesized with the participation of SCL. Neither of these possibilities has been explored yet. Selenium deficiency, which upregulates *Scly* [5] and downregulates selenoproteins curbing ROS [28], increases circulating glycine [25], while selenoprotein deficiency in mice leads to a type 2 diabetes-like phenotype [29]. Without *Scly*, selenoprotein production is further dampened, and our results uncovered that amino acid pathways are the ones most affected, with these effects possibly leading to the observed metabolic issues.

Interestingly, glycine can also be converted to serine, a reaction catalyzed by serine hydroxymethyltransferase 1, an enzyme positively regulated by selenium [30]. Selenium-deficient mice were reported to have elevated circulating glycine, serine, and pyruvate [25]. Moreover, a single nucleotide polymorphism in the gene for DMGDH, an enzyme involved in glycine synthesis using the precursor dimethylglycine, has been associated with selenium status in humans [31]. To our surprise, however, the hepatic expression of DMGDH was maintained in the Scly KO mice, pointing possibly to a downstream modulator of glycine affected by SCL. In contrast, the enzyme glycine-*N*-methyltransferase (GNMT), responsible for glycine synthesis and downstream from DMGDH, is upregulated by selenite supplementation in the liver of male mice [32]. Hence, the paradox between selenium, SCL and glycine metabolism warrants further investigation.

Lastly, we observed striking differences in hepatic transcriptomic and metabolite profiling between male and female Scly KO mice. Selenium metabolism as a whole is sexually dimorphic [33,34], and these sex differences in the phenotype of the Scly KO mouse model have been previously discussed [15]. Hence, it is not surprising to uncover that in our analysis. The specific molecular mechanisms responsible for the sex differences in the liver of the Scly KO mouse are still not fully understood, and these results help unwind pieces of this puzzle. Still, future studies on the intricacies of the regulation of SCL by sex-dependent factors could improve our understanding of selenium metabolism and energy metabolism as well.

## 5. Conclusions

Using a combined transcriptomics and metabolomics approach, we identified alterations in hepatic amino acid metabolism after the disruption of the *Scly* gene in male mice. Additionally, we uncovered glycine as a differential amino acid elevated in the livers of Scly KO mice in a sex-dependent manner. These results may provide future insights into the molecular mechanisms by which SCL regulates amino acid levels in the liver, potentially connecting selenium utilization with energy metabolism.

## Figures and Tables

**Figure 1:**
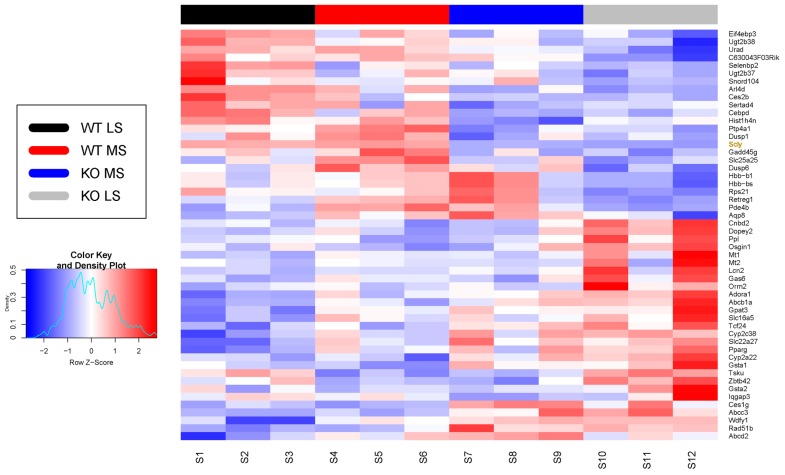
Heatmap of differentially expressed genes unveiled by RNA-Seq analysis with livers from Scly KO and WT mice fed diets containing 0.08 (mildly low) or 0.25 (adequate, medium) μg/g of sodium selenite. Density plot on the left represents z-scores. WT LS, wild-type low selenium; WT MS, wild-type medium selenium; KO LS, Scly KO low selenium; and KO MS, Scly KO medium selenium. *n* = 3 per experimental group.

**Figure 2:**
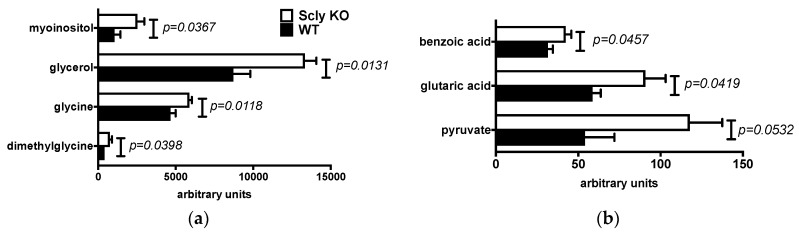

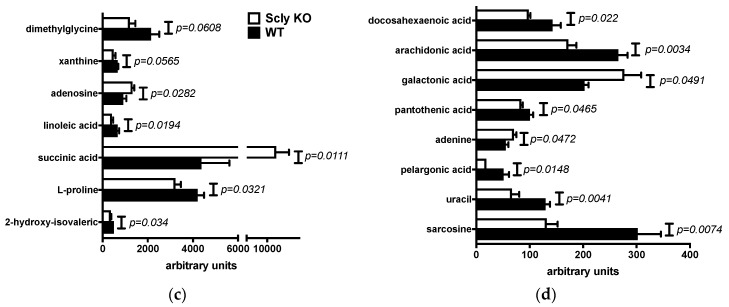
Differentially available metabolites in the livers of male (**a**,**b**) and female (**c**,**d**) mice fed a selenium-adequate diet. (**a**,**c**) are metabolites found in higher levels; (**b**,**d**) are metabolites found in lower levels. WT, wild-type, black bars; KO, knockout, white bars. Values are mean + SEM, *n* = 5 per group. *p* values were calculated after the Student’s *t*-test with alpha = 0.05.

**Figure 3:**
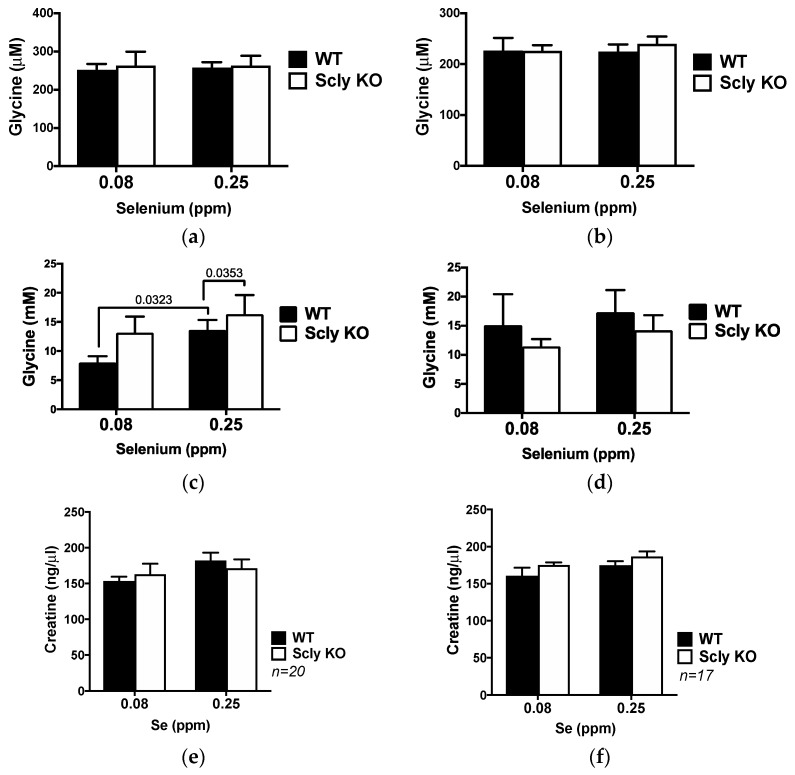
Glycine and creatine levels in male (**a**,**c**,**e**) and female (**b**,**d**,**f**) mice fed selenium-deficient and selenium-adequate diets; (**a**,**b**) represent levels of glycine in the serum, (**c**,**d**) show levels of glycine in the liver, (**e**,**f**) represent levels of creatine in the liver. Black bars, WT; white bars, Scly KO mice; *p* values are displayed in graphs when they reach ≤0.05. Data are means + SEM, *n* = 8 for WT and *n* = 7 for Scly KO mice for glycine measurements.

**Figure 4:**
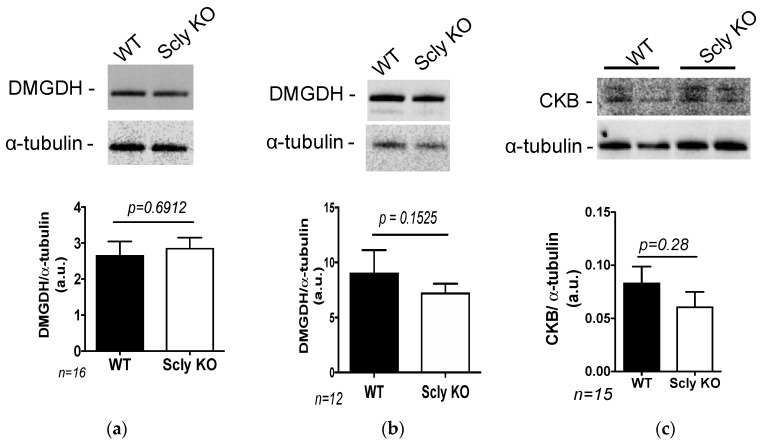
Hepatic expression of enzymes involved in glycine metabolism in male mice. (**a**) DMGDH expression in mice fed a selenium-deficient. (**b**) DMGDH expression in mice fed a selenium-adequate diet. (**c**) CKB expression in mice fed a selenium-adequate diet. All results were normalized by expression levels of α-tubulin. Data are means ± SEM, after the Student’s *t*-test with alpha = 0.05; sample number is displayed in the graphs.

**Table 1:** Validation by qPCR analysis of differentially expressed transcripts in livers of male Scly KO versus WT mice fed selenium-deficient (0.08 μg/g) and selenium-adequate (0.25 μg/g) diets.

Gene	0.08 g/g Se		0.25 g/g Se		2-Way ANOVA		
	WT (*n* = 5)	Scly KO (*n* = 5)	WT (*n* = 4)	Scly KO (*n* = 4)	*p*_interaction_	*p*_Se_	*p*_genotype_
*Abcb1a*	0.403 ± 0.016	0.302 ± 0.052	0.43 ± 0.038	0.571 ± 0.06	***0.0193***	***0.0063***	0.6606
*Abcc3*	0.556 ± 0.034	0.498 ± 0.077	0.476 ± 0.235	1.205 ± 0.143	***0.0003***	***0.0019***	***0.0012***
*Acot3*	0.402 ± 0.177	0.278 ± 0.205	0.526 ± 0.384	0.638 ± 0.190	0.3654	0.0783	0.9596
*Angptl6*	0.56 ± 0.049	0.501 ± 0.127	0.622 ± 0.172	0.584 ± 0.2	0.8866	0.3468	0.5221
*Arl4d*	0.86 ± 0.287	0.858 ± 0.092	0.408 ± 0.135	1.275 ± 0.604	***0.0321***	0.9247	***0.0329***
*Cesg1*	5.394 ± 0.903	3.382 ± 0.158	2.399 ± 0.873	4.382 ± 1.778	***0.0043***	0.1055	0.9801
*Eif4ebp3*	1.118 ± 0.234	0.436 ± 0.108	1.482 ± 0.4	0.518 ± 0.198	0.316	0.123	***<0.0001***
*Inhbe*	3.332 ± 0.484	1.187 ± 0.241	3.815 ± 0.739	2.297 ± 0.454	0.2633	***0.0114***	***<0.0001***
*Lcn2*	0.428 ± 0.297	0.348 ± 0.099	0.642 ± 0.357	0.426 ± 0.187	0.6491	0.3353	0.3292
*Mt1*	0.709 ± 0.322	0.133 ± 0.044	0.201 ± 0.096	0.304 ± 0.207	***0.01***	0.1562	0.0551
*Mt2*	0.688 ± 0.292	0.177 ± 0.054	0.25 ± 0.112	0.344 ± 0.13	***0.0088***	0.1869	0.0524
*Pparg*	0.166 ± 0.052	0.692 ± 0.103	0.193 ± 0.082	0.683 ± 0.087	0.8335	0.9209	***<0.0001***
*Ppl*	0.089 ± 0.022	0.112 ± 0.059	0.151 ± 0.03	0.196 ± 0.028	0.5362	***0.0011***	0.0754
*Selenbp2*	13.92 ± 7.954	6.691 ± 1.122	20.88 ± 10.12	6.224 ± 1.178	0.3281	0.3504	***0.008***
*Slc25a25*	6.697 ± 0.888	3.163 ± 0.958	6.147 ± 3.191	4.869 ± 0.781	0.1732	0.5319	0.0357

WT, wild-type; KO, knockout. Sample size of each experimental group is indicated in the table. Values are means ± SEM. Bold and italic represent statistically significant values after two-way analysis of variance (ANOVA), rendering alpha = 0.05.

**Table 2:** Validation by qPCR analysis of differentially expressed transcripts in livers of female Scly KO and WT mice fed selenium-deficient (0.08 μg/g) and selenium-adequate (0.25 μg/g).

Gene	0.08 g/g Se		0.25 g/g Se		2-Way ANOVA		
	WT (*n* = 4)	Scly KO (*n* = 5)	WT (*n* = 4)	Scly KO (*n* = 5)	*p*_interaction_	*p*_Se_	*p*_genotype_
*Abcb1a*	0.579 ± 0.203	1.065 ± 0.503	0.727 ± 0.265	1.77 ± 0.707	0.2541	0.0914	***0.0065***
*Abcc3*	1.075 ± 0.578	1.496 ± 0.741	1.401 ± 0.605	1.673 ± 0.556	0.8063	0.4129	0.2647
*Acot3*	0.251 ± 0.043	0.114 ± 0.066	0.124 ± 0.029	0.106 ± 0.057	***0.0323***	***0.0163***	***0.0074***
*Angptl6*	0.012 ± 0.002	0.014 ± 0.007	0.009 ± 0.001	0.016 ± 0.006	0.3646	0.7616	0.0713
*Arl4d*	0.561 ± 0.235	0.382 ± 0.171	1.147 ± 0.662	0.852 ± 0.541	0.7996	***0.0345***	0.3081
*Cesg1*	4.006 ± 1.288	4.223 ± 1.249	4.339 ± 0.751	5.236 ± 1.125	0.537	0.231	0.3175
*Eif4ebp3*	0.016 ± 0.008	0.017 ± 0.0146	0.011 ± 0.003	0.016 ± 0.007	0.6982	0.5723	0.5054
*Inhbe*	1.899 ± 0.719	3.481 ± 0.845	2.338 ± 0.949	4.11 ± 0.961	0.8286	0.2351	***0.0018***
*Lcn2*	0.026 ± 0.01	0.017 ± 0.006	0.025 ± 0.009	0.016 ± 0.005	0.9079	0.7187	***0.024***
*Mt1*	0.314 ± 0.092	0.154 ± 0.12	0.205 ± 0.124	0.073 ± 0.062	0.7741	0.0696	***0.0092***
*Mt2*	0.397 ± 0.135	0.186 ± 0.121	0.259 ± 0.18	0.1 ± 0.063	0.6717	0.0844	***0.0082***
*Pparg*	0.524 ± 0.246	0.465 ± 0.234	0.753 ± 0.165	0.6 ± 0.208	0.6549	0.098	0.319
*Ppl*	0.004 ± 0.003	0.003 ± 0.002	0.003 ± 0.002	0.003 ± 0.001	0.5335	0.6621	0.4059
*Selenbp2*	0.122 ± 0.048	0.069 ± 0.038	0.077 ± 0.022	0.057 ± 0.017	0.3098	0.0889	***0.0338***
*Slc25a25*	0.209 ± 0.064	0.043 ± 0.013	0.087 ± 0.054	0.111 ± 0.06	***0.0015***	0.27	***0.0109***

WT, wild-type; KO, knockout. Sample size of each experimental group is indicated in the table. Values are mean ± SEM, Bold and italic represent statistically significant values after Two-way ANOVA, rendering alpha = 0.05.

**Table 3:** Biological pathways exhibiting highest transcript enrichment in Scly KO versus WT mice livers according to IPA.

Ingenuity Canonical Pathways	−log (*p*-Value)	Ratio
PXR/RXR Activation	4.11	0.0462
LPS/IL-1 Mediated Inhibition of RXR Function	3.76	0.018
Xenobiotic Metabolism Signaling	3.32	0.0138
Nicotine Degradation III	2.65	0.0364
Melatonin Degradation I	2.52	0.0312
Nicotine Degradation II	2.52	0.0312
Superpathway of Melatonin Degradation	2.45	0.029
Acyl-CoA Hydrolysis	1.82	0.0833
Hepatic Cholestasis	1.75	0.0125
Ubiquinol-10 Biosynthesis (Eukaryotic)	1.62	0.0526

**Table 4:** Top 10 biological pathways enriched by the disruption of Scly according to integrated omics analysis.

Biological Pathways	Hits	*p*-Value
Alanine, aspartate and glutamate metabolism	10	0.000285
D-glutamine and D-glutamate metabolism	4	0.000299
Galactose metabolism	9	0.000886
Aminoacyl-tRNA biosynthesis	12	0.000907
Biosynthesis of unsaturated fatty acids	6	0.002
Pantothenate and CoA biosynthesis	5	0.021
Valine, leucine and isoleucine biosynthesis	3	0.022
Glyoxylate and dicarboxylate metabolism	6	0.045
Taurine and hypotaurine metabolism	3	0.051
Glycine, serine and threonine metabolism	7	0.053

## Supplementary Materials

The following are available online at https://www.mdpi.com/2072-6643/11/11/2584/s1, Table S1: Mouse primers used in the qPCR analysis. Table S2: GC-TOF MS instrument settings. Table S3: Differentially expressed genes in livers of male WT and Scly KO mice fed an adequate selenium diet. 

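Table S3 lists 100 genes with the authors' fold changes for Scly KO against WT on adequate selenium, 3 of them at an FDR under 0.05: Scly, the histone gene Hist1h4n and the carboxylesterase gene Ces1g. Of the 100, 88 were tested here. All 88 had the same direction as the table, 81 had an unadjusted p under 0.05 from edgeR, and the log2 fold changes correlated at a Pearson r of 0.939 across genes, which are not independent replicates. This list was chosen on the same libraries and is not independent evidence. At an adjusted p under 0.05 edgeR called 1 of the 88, Scly, and DESeq2 called 3. Hist1h4n lies on chromosome 13 from 21811784 to 21832158 and was at 0.144 ± 0.138 CPM (SD, n = 3) in KO MS and 7.67 ± 5.58 CPM (SD, n = 3) in WT MS, a log2 fold change of -5.77 (standard error 1.07, adjusted p = 0.695 from edgeR and 0.000262 from DESeq2). It belongs to a family of near-identical histone genes, so its estimated counts are uncertain. Ces1g was at 152 ± 14.6 CPM (SD, n = 3) in KO MS and 61.9 ± 4.95 CPM (SD, n = 3) in WT MS (adjusted p = 0.999 from edgeR and 0.017 from DESeq2).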

Table S4: Gene ontology, ChIP enrichment analysis (ChEA), kinase enrichment analysis (KEA), and KEGG Pathway analysis of male WT and Scly KO mice. Table S5: Metabolites enriched in the livers of Scly KO mice versus WT mice on an adequate selenium diet. Table S6: Metabolite list from Table S5 with fold changes, used in the MetaboAnalyst analysis. Table S7: MetaboAnalyst Joint Pathway results. Raw RNA-Seq data from this paper is available at the NCBI GEO repository and can be accessed with the Accession Number GSE137205.

## References

[1] Labunskyy V.M., Hatfield D.L., Gladyshev V.N. (2014). Selenoproteins: Molecular pathways and physiological roles. Physiol. Rev..

[2] Ha H.Y., Alfulaij N., Berry M.J., Seale L.A. (2019). From Selenium Absorption to Selenoprotein Degradation. Biol. Trace Elem. Res..

[3] Esaki N., Karai N., Nakamura T., Tanaka H., Soda K. (1985). Mechanism of reactions catalyzed by selenocysteine beta-lyase. Arch. Biochem. Biophys..

[4] Kurokawa S., Takehashi M., Tanaka H., Mihara H., Kurihara T., Tanaka S., Hill K., Burk R., Esaki N. (2011). Mammalian selenocysteine lyase is involved in selenoprotein biosynthesis. J. Nutr. Sci. Vitam..

[5] Seale L.A., Ha H.Y., Hashimoto A.C., Berry M.J. (2018). Relationship between selenoprotein P and selenocysteine lyase: Insights into selenium metabolism. Free Radic. Biol. Med..

[6] Seale L.A., Gilman C.L., Hashimoto A.C., Ogawa-Wong A.N., Berry M.J. (2015). Diet.-Induced Obesity in the Selenocysteine Lyase Knockout Mouse. Antioxid. Redox Signal..

[7] Seale L.A., Hashimoto A.C., Kurokawa S., Gilman C.L., Seyedali A., Bellinger F.P., Raman A.V., Berry M.J. (2012). Disruption of the selenocysteine lyase-mediated selenium recycling pathway leads to metabolic syndrome in mice. Mol. Cell. Biol..

[8] Pan L., Qiu Y.P., Chen T.L., Lin J.C., Chi Y., Su M.M., Zhao A.H., Jia W. (2010). An optimized procedure for metabonomic analysis of rat liver tissue using gas chromatography/time-of-flight mass spectrometry. J. Pharm. Biomed. Anal..

[9] Love M.I., Huber W., Anders S. (2014). Moderated estimation of fold change and dispersion for RNA-seq data with DESeq2. Genome Biol..

[10] Huang D.W., Sherman B.T., Tan Q., Kir J., Liu D., Bryant D., Guo Y.J., Stephens R., Baseler M.W., Lane H.C. (2007). DAVID Bioinformatics Resources: Expanded annotation database and novel algorithms to better extract biology from large gene lists. Nucleic Acids Res..

[11] Chen E.Y., Tan C.M., Kou Y., Duan Q.N., Wang Z.C., Meirelles G.V., Clark N.R., Ma’ayan A. (2013). Enrichr: Interactive and collaborative HTML5 gene list enrichment analysis tool. BMC Bioinform..

[12] Kuleshov M.V., Jones M.R., Rouillard A.D., Fernandez N.F., Duan Q.N., Wang Z.C., Koplev S., Jenkins S.L., Jagodnik K.M., Lachmann A. (2016). Enrichr: A comprehensive gene set enrichment analysis web server 2016 update. Nucleic Acids Res..

[13] Chong J., Soufan O., Li C., Caraus I., Li S., Bourque G., Wishart D.S., Xia J. (2018). MetaboAnalyst 4.0: Towards more transparent and integrative metabolomics analysis. Nucleic Acids Res..

[14] Zhao S., Li C.I., Guo Y., Sheng Q., Shyr Y. (2018). RnaSeqSampleSize: Real data based sample size estimation for RNA sequencing. BMC Bioinform..

[15] Ogawa-Wong A.N., Hashimoto A.C., Ha H., Pitts M.W., Seale L.A., Berry M.J. (2018). Sexual Dimorphism in the Selenocysteine Lyase Knockout Mouse. Nutrients.

[16] Wang W., Wu Z., Dai Z., Yang Y., Wang J., Wu G. (2013). Glycine metabolism in animals and humans: Implications for nutrition and health. Amino Acids.

[17] Tobe R., Mihara H. (2018). Delivery of selenium to selenophosphate synthetase for selenoprotein biosynthesis. Biochim. Biophys. Acta Gen. Subj..

[18] Mihara H., Esaki N., Hatfield D.L., Gladyshev V.N., Berry M.J. (2012). Selenocysteine lyase: Mechanism, structure, and biological role. Selenium—Its Molecular Biology and Role in Human Health.

[19] Kwak M.S., Mihara H., Esaki N. (2003). A novel regulatory function of selenocysteine lyase, a unique catalyst to modulate major urinary protein. J. Mol. Catal. B Enzym..

[20] Cave M.C., Clair H.B., Hardesty J.E., Falkner K.C., Feng W., Clark B.J., Sidey J., Shi H., Aqel B.A., McClain C.J. (2016). Nuclear receptors and nonalcoholic fatty liver disease. Biochim. Biophys. Acta Gene Regul. Mech..

[21] Semple R.K., Chatterjee V.K., O‘Rahilly S. (2006). PPAR gamma and human metabolic disease. J. Clin. Investig..

[22] Liss K.H., Finck B.N. (2017). PPARs and nonalcoholic fatty liver disease. Biochimie.

[23] Wang Y., Viscarra J., Kim S.J., Sul H.S. (2015). Transcriptional regulation of hepatic lipogenesis. Nat. Rev. Mol. Cell Biol..

[24] Yim S.H., Clish C.B., Gladyshev V.N. (2019). Selenium Deficiency Is Associated with Pro-Longevity Mechanisms. Cell Rep..

[25] Mickiewicz B., Villemaire M.L., Sandercock L.E., Jirik F.R., Vogel H.J. (2014). Metabolic changes associated with selenium deficiency in mice. Biometals Int. J. Role Met. Ions Biol. Biochem. Med..

[26] Gar C., Rottenkolber M., Prehn C., Adamski J., Seissler J., Lechner A. (2018). Serum and plasma amino acids as markers of prediabetes, insulin resistance, and incident diabetes. Crit. Rev. Clin. Lab. Sci..

[27] Alves A., Bassot A., Bulteau A.L., Pirola L., Morio B. (2019). Glycine Metabolism and Its Alterations in Obesity and Metabolic Diseases. Nutrients.

[28] Sunde R.A., Raines A.M., Barnes K.M., Evenson J.K. (2009). Selenium status highly regulates selenoprotein mRNA levels for only a subset of the selenoproteins in the selenoproteome. Biosci. Rep..

[29] Labunskyy V.M., Lee B.C., Handy D.E., Loscalzo J., Hatfield D.L., Gladyshev V.N. (2011). Both maximal expression of selenoproteins and selenoprotein deficiency can promote development of type 2 diabetes-like phenotype in mice. Antioxid. Redox Signal..

[30] Speckmann B., Schulz S., Hiller F., Hesse D., Schumacher F., Kleuser B., Geisel J., Obeid R., Grune T., Kipp A.P. (2017). Selenium increases hepatic DNA methylation and modulates one-carbon metabolism in the liver of mice. J. Nutr. Biochem..

[31] Mao J., Vanderlelie J.J., Perkins A.V., Redman C.W., Ahmadi K.R., Rayman M.P. (2016). Genetic polymorphisms that affect selenium status and response to selenium supplementation in United Kingdom pregnant women. Am. J. Clin. Nutr..

[32] Lennicke C., Rahn J., Kipp A.P., Dojcinovic B.P., Muller A.S., Wessjohann L.A., Lichtenfels R., Seliger B. (2017). Individual effects of different selenocompounds on the hepatic proteome and energy metabolism of mice. Biochim. Biophys. Acta.

[33] Schomburg L., Hatfield D.L., Schweizer U., Tsuji P.A., Gladyshev V.N. (2016). Sex-specific differences in biological effects and metabolism of selenium. Selenium—Its Molecular Biology and Role in Human Health.

[34] Seale L.A., Ogawa-Wong A.N., Berry M.J. (2018). Sexual Dimorphism in Selenium Metabolism and Selenoproteins. Free Radic. Biol. Med..

How the deposited data were processed for this re-analysis (not part of the article)

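Liver RNA of male WT and Scly KO mice on 0.08 or 0.25 μg/g of selenium was sequenced in 12 libraries, 3 for each combination of genotype and diet. The library columns name the group and the number of Figure 1 (S1 to S12), but not which numbered sample of the group each one is, so libraries of a group were treated as replicates without pairing, and 0 value columns were left without a group. The most alike pair, S2 and S3, had a correlation of 0.9896 and equal counts in 263 of the 12009 tested genes, and no pair was treated as a repeat of the same library.

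According to the paper, the reads were checked with FastQC, trimmed with Cutadapt, aligned to mm10 with STAR in Partek Flow and assigned to genes with Partek E/M, and differences were tested with DESeq2. The submitters' processing notes name FastQC, cutadapt, Partek, STAR, DESeq2, DESeq and mm10. Versions and the name of the gene annotation are not given in the sources used here. The authors deposited estimated counts per gene, which were not scaled and of which 89.8% were whole numbers, with positions on mm10. The authors also deposited a table of their DESeq2 comparisons, with a p-value, an FDR and a signed linear fold change for each gene. Of the 24795 genes, 26 had symbols that had been stored as dates, and 18 of these could be named from their position in the RefSeq annotation of the same build. Read-level steps and the metabolite and protein measurements of the paper were not analysed here.

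Starting from the estimated counts, values were rounded to whole numbers and genes were kept by filterByExpr with a minimum count of 10, which left 12009. Library sizes were normalized by TMM, and CPM are counts per 1e+06 normalized counts. A quasi-likelihood model with 1 coefficient for each of the 4 groups was fitted in edgeR 4.0.16 (R 4.3.3). From it came Scly KO against WT on each diet and averaged over both, low against adequate selenium in each genotype, and the genotype by diet interaction, with Benjamini-Hochberg adjustment and a threshold of 0.05. With 3 libraries against 3, an exact permutation test of a single gene cannot give a p below 0.1, and 10% of genes have groups that do not overlap by chance. Before the data were examined, 42 lists of genes were written for pathways, receptor targets and cell types of the liver. Several carry the names of pathways that the paper reports as enriched in these same libraries, such as mineral absorption and ABC transporters. Results for such lists are not independent evidence for the paper's pathways. The 34 lists with at least 5 tested genes were compared with all other genes by camera in limma 3.58.1, with a preset correlation of 0.01 and again with an estimated correlation, and tested by fry. Adjusted p of lists was computed over the lists of a comparison, and single genes of a list were also adjusted over the list alone. Also fixed before the data were examined were the tests, most of the alternative settings and the rule for which genes are named. By that rule the text names the genes the paper names, the 4 metabolic enzyme genes Dmgdh, Ckb, Gnmt and Shmt1, up to 10 genes in each direction past the threshold with groups that do not overlap, up to 4 members with the smallest p of each list described, and the genes of Table S3 at an FDR under 0.05. Values in Table S3, Table 1 and Figure 1 had been seen when the rule was written. Other genes, and values of single libraries, were chosen after their values were seen.

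The alternatives fixed in advance were DESeq2 1.42.0 and limma-voom with sample quality weights in place of edgeR, RLE and upper-quartile factors in place of TMM, no filter and a minimum of 10 counts in every library, only the groups compared in the model, unrounded counts, each library left out in turn, estimated correlation and fry for the lists, and other windows around Scly. Alternatives added after seeing the data left out S7 and S8, or S7, S8 and S12 (both leave S9 as the only library of its group, assumed to vary like the other groups), or the ribosomal RNA precursor Rn45s, or removed from each library a trend over transcript length and GC content (splines with 4 degrees of freedom, from transcripts of the GENCODE annotation of the same build). DESeq2 gave no adjusted p for 57 genes in 5 of the comparisons and for 9318 genes for low against adequate selenium in Scly KO, and these were not counted as calls.

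The tests were first run on simulated counts for Scly KO against WT on adequate selenium, drawn for 11874 genes from the means and sizes of the real libraries. Of 50 genes changed at each size, edgeR recovered 0 at 1.5-fold, 8 at 2-fold, 47 at 4-fold and 49 at 8-fold, with 4 false calls among 108. DESeq2 recovered 2, 14, 48 and 50, with 20 false calls among 134, and limma-voom 0, 8, 43 and 49, with 5 false calls among 105. Of 30 random lists, camera called 0 with either correlation and fry 2. The simulated genes varied independently and no library stood apart, so this does not test lists whose genes move together. The changed genes were not drawn from those with the lowest counts, so recovery over all genes may be lower. At the real library sizes (median total 9096596.5 counts), the simulation detected a 2-fold change in few genes. Some real libraries stood apart from their group, which the simulation left out, so recovery in the real data may be lower. Each estimated count carries the uncertainty of dividing reads between similar genes, which the values do not show.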

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

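The tests of S12, of a female liver, of S7 and S8, of single libraries for the PXR and CAR targets and of the splits with Scly left out of the lists were chosen after the results were seen, as were the measures of spread (the SD of the member genes, or of their changes when the trend is removed, scaled to a median, which takes the genes of a list as independent and is too small where they move together) and the alternatives without S7 and S8, without S7, S8 and S12 and with a trend over length and GC content removed. What length and GC content, and the other tests of splits of the libraries, would show was written down before those results were seen.

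Genes with higher RNA in male than in female mouse liver were below 0 in Scly KO against WT on low selenium in 21 of 22 (median log2 fold change -1.88, camera adjusted p = 7.36e-21, and adjusted p = 0.142 with an estimated correlation), and female-biased genes were above 0 in 8 of 9 (median 2.46, adjusted p = 1.98e-09, and adjusted p = 0.0494 with an estimated correlation, which lay between 0.059 and 0.176 without any 1 library except S8 and was over 0.05 with Scly left out of the lists). The male-biased genes lay lowest in S12, with a median deviation of -4.71 and the urinary protein gene Mup3 at 202 CPM, but without S12 their median was -1.37, which is beyond the bound of -0.5 by 0.872 against a spread of 0.331, and S10 and S11 lay at -0.13 and 0.068 against 0.89 to 1.70 in WT LS, which argues against S12 alone as the source. A female liver in S12 is argued against by Xist at 0.167 CPM and a mean of 31.4 CPM for Y-linked genes (52.4 in the other libraries), and length and GC content as the whole source by a median of -1.47 with the trend removed, where the members moved by a median of 0.25 (spread 0.0709) and 0.94 was needed to reach the bound. A difference that depends on genotype is a hypothesis that stays open, and so is a difference carried by the WT LS libraries, since in WT the male-biased genes were above 0 on low against adequate selenium in 20 of 22 (median 0.74, adjusted p = 2.43e-07, and adjusted p = 0.395 with an estimated correlation, with a median of 0.48 without S1 and 0.43 with limma-voom). Among single male-biased genes on low selenium, edgeR called 0 over all genes (7 lower when adjusted over the list alone, 14 at an unadjusted p under 0.05), DESeq2 2 and limma-voom 2.

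Cytosolic ribosomal protein genes were below 0 on low against adequate selenium in Scly KO in 83 of 84 (median -0.93, adjusted p = 1.71e-25, and adjusted p = 0.657 with an estimated correlation). Without S7 and S8, which had the largest share of Rn45s, the median was -0.14, and it was -0.045 (adjusted p = 0.453) without S7, S8 and S12 and -0.59 without S7 alone, but both of the former leave KO MS with S9 alone, which itself stands apart, so S7 and S8 and the diet cannot be told apart as the source. With the length and GC trend removed the median was -0.46 (spread 0.0683), and 15 of 84 were above 0 (1 before). The members moved by a median of 0.51 (spread 0.0392) where 0.47 was needed to reach the bound of -0.466. That is what length and GC content as the main source predicts. The list still passed camera with the preset correlation (adjusted p = 3.52e-10), but 0 lists of this comparison passed with an estimated correlation or by fry. Whether length and GC content are the whole source therefore stays open. Within KO MS the median deviation of the list was 0.99 in S7, 0.44 in S8 and -0.41 in S9 (from -0.65 to -0.35 in KO LS). The Spearman correlation of transcript length with each gene's deviation from the mean of the libraries was -0.487 in S7 and 0.427 in S9. Over all genes edgeR called 0 of the 84 (69 lower when adjusted over the list alone, 70 at an unadjusted p under 0.05), DESeq2 30 and limma-voom 75.

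The PXR and CAR targets that lay above 0 in Scly KO averaged over diets had a median of 0.19 without S11, the lowest without any 1 library, above the bound of 0.171 by 0.0231 against a spread of 0.303, which by itself decides nothing. The median of the list was higher in each of the 6 Scly KO libraries than in any WT library, and without any 1 library the list passed camera and an exact permutation test of genotype within diets on these medians gave a two-sided p of at most 0.01 (of 6 lists under 0.05 in this test with all libraries, 4 were not without some library), which argues against a single library as the whole source, although S10 and S11 carry part of the size (0.21 and 0.19 without them). With the length and GC trend removed the median was 0.38, with 26 of 32 members above 0 (28 before), and the members moved by a median of 0.051 (spread 0.0245) where -0.17 was needed to reach the bound of 0.171, which argues against that trend as the whole source (the spread of the median itself, 0.287, is wider than its distance of 0.212 from that bound). S7 and S8 are not among the libraries compared on low selenium, where 26 of 32 members were above 0. There the median deviation of the list ran from 0.16 to 0.449 in KO LS and from -0.435 to -0.0125 in WT LS. S7 and S8 are thus not the source of that difference, but it may be chance, since 3 libraries against 3 give no exact permutation p below 0.1. Whether S7 and S8 are the source of the pattern averaged over diets cannot be told. On adequate selenium S7 and S8 and the genotype cannot be told apart as the source, since S9 is the only KO MS library without them. Averaged over diets without S7 and S8, the median was 0.24, with 26 of 32 above 0. The permutation p was then 0.0125, which is the smallest it can give and was reached by the ribosomal proteins as well. The lowest Scly KO library lay at 0.022 and the highest WT library at 0.021. Reads shared between related genes were not tested and stay open beside an effect of Scly KO, which is a hypothesis.

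Between the diets, the genotype effect differed for 16 lists by camera on the interaction, a test of the difference itself, and for 0 with an estimated correlation or fry. On low selenium it was more negative for cytosolic ribosomal proteins (adjusted p = 1.25e-28), small nucleolar and ribosomal RNA (1.77e-13), male-biased genes (4.35e-11), Kupffer cells (8.6e-05), sinusoidal endothelium (0.000822), erythrocytes (0.00147), bile acid synthesis and transport (0.0154), selenoproteins (0.0157) and branched-chain amino acid catabolism (0.0197). It was more positive for female-biased genes (7.15e-06), acute phase genes (0.000822), immediate-early genes (0.00139), NRF2 targets (0.00139), the amino acid stress response through ATF4 (0.00451), PPARα targets (0.0216) and genes of PPARγ and lipid droplets (0.0286). Leaving out 1 library took the adjusted p past 0.05 for NRF2 targets (0.0739 without S9), erythrocytes (0.0658 without S3), acute phase genes (0.126 without S9, 0.23 without S10), immediate-early genes (0.298 without S12), the ATF4 list (0.509 without S12), bile acids (0.163 without S9, 0.502 without S12), branched-chain amino acids (0.066 without S8, 0.509 without S12), PPARα targets (0.0523 without S2, 0.068 without S5, 0.0542 without S8, 0.0923 without S9, 0.302 without S11) and PPARγ genes (0.127 without S3, 0.0506 without S6, 0.119 without S8, 0.24 without S9, 0.621 without S12).

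In genes and libraries the paper does not discuss, female-biased genes (7 of 9 above 0, median 1.17) and NRF2 targets passed with an estimated correlation averaged over diets, each at an adjusted p of 0.015. For the female-biased genes it was 0.0807 without S7, 0.055 without S11, 0.348 without S7 and S8 (S9 alone in KO MS) and 0.146 with no filter on low counts. Markers of bile duct cells had a median deviation of 2.27 in S12 (log2, from the mean of the libraries) against at most 0.0802 in any other library, with Spp1 at 253, Sox9 at 12.9, Epcam at 11.7 and Krt19 at 5.01 CPM. Rn45s took 19.86% of the counts in S8. Low against adequate selenium in Scly KO gave 3979 genes without S9 and 0 with all libraries from edgeR (2633 at an unadjusted p under 0.05, 129 with DESeq2 and 5988 with limma-voom). Without S9, KO MS is S7 and S8, the libraries rich in Rn45s, so the 3979 genes cannot be credited to diet.

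Each comparison of 3 libraries with 3 allows 10 splits, too few for a share under 0.05, and a real count of 0 is reached by every split, so nothing is read from the counts of splits beside a 0. For Scly KO against WT on adequate selenium, 2 of them gave as many genes as the real split (1 gene, highest other 304), 7 as many genes at an unadjusted p under 0.05 (111, highest other 3309) and 10 as many lists with an estimated correlation (0, highest other 1). On low selenium these numbers were 1 (1 gene, highest other 0), 1 (1351, highest other 866) and 1 (4 lists, highest other 0), and with Scly left out of the lists 0 lists passed in the real split. The 1 gene is Scly on both diets. For low against adequate selenium they were 10 (0 genes, highest other 1455), 2 (2633, highest other 4656) and 10 (0 lists, highest other 0) in Scly KO, and 10 (0 genes, highest other 0), 1 (275, highest other 194) and 10 (0 lists, highest other 1) in WT. Of 100 splits for the genotype averaged over diets, 4 gave as many genes (1, highest other 2353), from which nothing is read, since the gene is Scly, whose deletion defines the groups. As many lists came from 1 split (4, highest other 1), but 1 of the 4 lists holds Scly. With Scly left out of the lists 3 passed, and of the 100 splits only the real one gave as many (highest other 1). This makes chance unlikely for this count but does not exclude it. The count was chosen after the results were seen, beside other counts of splits, and only part of the possible splits was drawn. It also depends on single libraries. With Scly in the lists, 2 passed without S7, 2 without S11 and 7 without S12, against 4 with all libraries. The run without S7 and S8 leaves S9 alone in KO MS and decides nothing. As many genes at an unadjusted p under 0.05 came from 41 splits (449, highest other 4561), where chance is not excluded. For the interaction, chance is not excluded for the genes at an unadjusted p under 0.05 (20 splits, 808, highest other 3825), and the counts of 0 decide nothing (100 of 100 splits for genes, highest other 1, and 100 for lists, highest other 4). The split with 4 lists sets S1, S2, S3, S7, S8 and S9 against the rest, which turns the interaction into the real comparison of genotypes averaged over diets. Splits that called many genes had S7 and S8 on the same side (304 genes with S6, S7 and S8 against S4, S5 and S9, and 1455 with S7, S8 and S11 against S9, S10 and S12), which points to a structure of the samples apart from the groups.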

How the results depend on the processing

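No paired analysis was possible because the count columns carry no replicate numbers, so the planned replicate block was not run. Limma on log2 values with pseudocounts, planned only for normalized values, was not needed and not run. The alternatives without S7 and S8, without S7, S8 and S12, without Rn45s and with a length and GC trend removed were chosen after seeing the data, and those without S7 and S8 leave S9 as the only KO MS library, which is assumed to vary like the other groups. Counts of genes and lists, and Scly itself, were within 1.5 times under RLE factors, upper-quartile factors, unrounded counts and Rn45s left out, each where run, and edgeR called 0 genes near Scly after adjustment in windows of 10, 20 and 40 Mb (3, 7 and 12 at an unadjusted p under 0.05). For the settings that follow the cause was not tested, apart from fewer samples where libraries were left out. With DESeq2 the calls were 3 for Scly KO on adequate and 47 on low selenium (48 on either diet), 129 for low against adequate selenium in Scly KO (176 with the former), 2 in WT and 27 averaged over diets, 20 of the latter larger on low selenium, with 13 of the 15 qPCR genes and 1 gene near Scly. With limma-voom they were 905, 90 (979 on either diet), 5988 (6132), 18, 68, 2081 for the interaction, 33 larger on low selenium, 10 qPCR genes and 2 near Scly, the correlation of genotype effects between diets was -0.253, and Rxrg on low against adequate selenium in Scly KO turned to 0.63. With no filter there were 3 genes on low selenium and on either diet, 3 with the diet comparison, 4 averaged over diets, 2 larger on low selenium, 2 qPCR genes and 15 lists for diet in Scly KO (9 with the filter). With only the groups compared there were 2 on low selenium, 2 and 2 in both unions and 1 qPCR gene. With at least 10 counts in every library the correlation was -0.242 (-0.0916 otherwise). An estimated correlation left 0, 4, 0, 0, 4 and 0 of 12, 19, 9, 19, 19 and 16 lists (adequate, low, diet in Scly KO, diet in WT, average, interaction), and fry 0, 5, 0, 0, 4 and 0. With the trend removed the correlation was 0.0308 and 17 lists passed for diet in Scly KO.

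Without S7 and S8 the correlation was 0.213, 21 lists passed for diet in Scly KO, and 1 list of the integrated pathways passed camera. Turned in direction were branched-chain amino acids (adjusted p = 0.00861), ribosomal proteins (3.93e-14) and lipogenesis (0.982) on adequate selenium and nuclear receptors averaged over diets (0.00735). Without S7, S8 and S12 there were 4 genes averaged over diets and a correlation of 0.466. Of the integrated pathways, 1 list passed camera in that run. Turned there were branched-chain amino acids (0.00365) and ribosomal proteins (4.44e-12) on adequate selenium, and nuclear receptors averaged over diets (0.000234). Male-biased genes (0.00629) and branched-chain amino acids (0.487) turned for diet in Scly KO. For the interaction, selenoproteins (0.709), branched-chain amino acids (0.0103), immediate-early genes (0.709), the ATF4 list (0.393) and erythrocytes (0.229) turned. Leaving out each library in turn gave 1 to 1 genes on adequate and 1 to 6 on low selenium (6 without S11), 0 to 3979 for diet in Scly KO (3979 without S9, 4 without S11), 0 to 1 in WT (without S1), 1 to 3 averaged over diets and 0 to 3 for the interaction (3 without S11). The unions were 1 to 6 and 1 to 3981, genes larger on low selenium 0 to 2 and qPCR genes 0 to 4. The 3979 and 3981 come from the run without S9, where KO MS is S7 and S8, the libraries rich in Rn45s. Genes near Scly numbered 0 to 1, and lists of the integrated pathways that passed camera 0 to 1. Of Table S3, 88 to 89 genes had the same direction as in the paper. The correlation ran from -0.315 (without S9) to 0.248 (without S7), and Scly from -3.91 to -3.78 on adequate, -4.01 to -3.92 on low selenium and -3.95 to -3.88 averaged. Lists ran from 9 to 14 (adequate), 17 to 22 (low), 8 to 18 (diet in Scly KO), 11 to 22 (diet in WT), 16 to 22 (average) and 14 to 19 (interaction). On adequate selenium, ribosomal proteins ran from 6.01e-24 to 0.659 (turned without S7) and lipogenesis from 2.94e-07 to 0.86 (turned without S4). Of 180 values of named genes, 25 passed with DESeq2 and 46 with limma-voom and not with edgeR, counted separately, and 27 in the runs with 1 library left out. With no filter on low counts 17486 genes were tested and 1838 had an unadjusted p under 0.05 on low selenium, against 1351 of 12009 with it.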

Differences from the paper's values

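All settings named here were planned before the data were examined. The paper gives 52 genes as differentially expressed between Scly KO and WT. At its FDR threshold of 0.05, edgeR called 1 gene on either diet. Of 20 alternatives, DESeq2, with 48 genes, falls within 1.5 times of the paper's number, and the other 19 gave 1 to 979. The authors' deposited table holds 34 genes at an FDR under 0.05 for Scly KO against WT on either diet, and 56 when low against adequate selenium in Scly KO is added. DESeq2 as run here called all 3 and all 33 of that table's genes on adequate and low selenium, and 10 of its 30 for diet in Scly KO.

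In Table S3 the paper lists 3 genes at an FDR under 0.05, of which edgeR called 1. DESeq2 called 3, and the other 19 of 20 alternatives do not match, with a range from 1 to 70. The log2 fold change of Scly on adequate selenium was -3.87 here and is -3.57 in the paper's Table S3. Of 20 alternatives, only leaving out S5 (-3.78) comes within the error, and the 20 run from -3.91 to -3.78. The log2 fold change of Hist1h4n was -5.77 here and is -1.68 in the paper's Table S3, and none of 19 alternatives comes within the error (-6.69 to -5.03). For Ces1g, 1.29 here and the paper's 1.12 lie within the error, except with limma-voom. Over the 88 genes of Table S3 tested here, the slope of the log2 fold changes here on those of the table was 1.59, so the difference in size is not particular to Scly and Hist1h4n. No alternative that shrinks fold changes towards 0 was run. The paper's methods do not say whether its own were shrunk, so the values may not be like measures.

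From qPCR the paper states that Abcc3, Arl4d and Pparg were higher and Eif4ebp3, Inhbe and Selenbp2 lower in male Scly KO livers. In the RNA-Seq counts Abcc3, Pparg, Eif4ebp3 and Selenbp2 have those directions on both diets. Arl4d was below 0, with a log2 fold change of -1.61 averaged over diets (standard error 0.257, adjusted p = 0.108 from edgeR and 7.16e-06 from DESeq2), and Inhbe was above 0, with 0.88 (standard error 0.237, adjusted p = 0.785 from edgeR and 0.122 from DESeq2). The groups of Table 1 are larger than the 3 libraries of each group here. Over its 15 genes, the direction matches the means of the paper's qPCR for 8 on adequate and 7 on low selenium, and among the 8 that do not match on low selenium are Mt1, Mt2 and Lcn2. The paper also states that selenium regulated Abcb1a, Abcc3, Inhbe and Ppl. For low against adequate selenium, none of these passed edgeR in either genotype (smallest adjusted p = 0.201, for Ppl in Scly KO, at a log2 fold change of 2.29, with 2 of the 4 at an unadjusted p under 0.05 there). DESeq2 called none of them and gave no adjusted p for Abcb1a and Ppl in Scly KO. With limma-voom, Abcc3 (log2 fold change 0.76, adjusted p = 0.003) and Ppl (2.05, adjusted p = 0.00324) passed in Scly KO and none of the 4 in WT, both higher on low selenium, whereas the means of Table 1 are lower on low selenium in Scly KO for both. Inhbe was at -0.067 in Scly KO and -0.49 in WT with edgeR, and at 0.35 and -0.11 with limma-voom.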

Other observations

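The test of variants around Scly and that of single libraries behind it were planned, and the genes Tsku, Wdfy1, Gpc1, Asns and Psat1, the values of S7 and S12, and the alternatives without S7 and S8, without S7, S8 and S12 and with the length and GC trend removed were chosen after they were seen. Selenoprotein genes lay lower on low than on adequate selenium in Scly KO, with 14 of 20 below 0 (median log2 fold change -0.65, camera adjusted p = 0.00784, and adjusted p = 0.657 with an estimated correlation). Selenow, a small muscle and liver selenoprotein, was at 33.4 ± 2.65 CPM (SD, n = 3) in KO LS and 63 ± 26.8 (SD, n = 3) in KO MS, and Selenop, the selenium carrier of plasma, at 7540 ± 2710 (SD, n = 3) and 21600 ± 13900 (SD, n = 3), the latter with 36700 CPM in S7. Selenok and Selenoh had log2 fold changes of -1.23 (standard error 0.338) and -1.15 (standard error 0.331). With edgeR 4 were lower when adjusted over the list alone, 0 over all genes (9 at an unadjusted p under 0.05), and DESeq2 called 3 and limma-voom 13. The median was -0.42 without S7 or S12, -0.40 with the length and GC trend removed, 0.050 (adjusted p = 0.975) without S7, S8 and S12, and -0.096 (adjusted p = 0.166) without S7 and S8, the libraries rich in Rn45s, which leaves S9 alone in KO MS. In WT, 11 of 20 were below 0 (median -0.095, adjusted p = 0.666). Between the genotypes, 14 of 20 were below 0 on low selenium (median -0.34, adjusted p = 0.0195, and adjusted p = 0.43 with an estimated correlation) and 6 on adequate selenium (median 0.19, adjusted p = 0.247). Among genes of glycine and creatine metabolism, Dmgdh and Ckb encode the enzymes shown in Figure 4 of the paper. Dmgdh had log2 fold changes in Scly KO against WT of 0.11 on low and -0.16 on adequate selenium, Ckb of 0.23 and 0.41, Gnmt of -0.66 and 0.0095 and Shmt1 of -0.10 and -0.10, with adjusted p from 0.47 to 0.999 from edgeR.

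Immediate-early genes, which respond within minutes to stimulation or handling, were lower as a group in Scly KO than in WT on adequate selenium, with 21 of 25 below 0 (median -0.63, adjusted p = 1.16e-17, and adjusted p = 0.0714 with an estimated correlation). Gadd45g was at 6.61 ± 7.05 CPM (SD, n = 3) in KO MS and 69 ± 54.2 (SD, n = 3) in WT MS, and Dusp1, a phosphatase that limits MAP kinases, at 12.1 ± 8.6 (SD, n = 3) and 44.1 ± 10.3 (SD, n = 3). Both passed edgeR when adjusted over the list alone (0 over all genes, 7 at an unadjusted p under 0.05), and of the 25 DESeq2 called 0 and limma-voom 13. Without S7 and S8, with S9 alone in KO MS, the median was -0.34 (adjusted p = 0.0181), and with limma-voom it was -0.99. Markers of Kupffer cells, the macrophages of the liver, were above 0 there in 14 of 14 (median 0.56, adjusted p = 4.13e-09, and adjusted p = 0.102 with an estimated correlation), led by Vsig4 with a log2 fold change of 0.71 (standard error 0.279). Their median was 0.36 without S7, where the deviation was highest (0.685), and 0.022 (adjusted p = 0.896) without S7 and S8, when S9 alone is left in KO MS. Markers of other blood cells were high in the same libraries, with median deviations in S7 and S8 of 0.92 and 1.01 for erythrocytes (9 genes), 0.96 and 0.83 for T and NK cells (3 genes) and 0.63 and 0.31 for B and plasma cells (4 genes). Markers of sinusoidal endothelium were below 0 in Scly KO on low selenium in 11 of 11 (median -0.43, adjusted p = 4.63e-05, adjusted p = 0.142 with an estimated correlation and 0.0123 from fry). In WT livers, low selenium went with lower values of 17 of 18 genes of lipogenesis (median -0.66, adjusted p = 2.81e-06) and 21 of 21 of cholesterol synthesis and uptake (median -0.36, adjusted p = 8.81e-06), both with an adjusted p of 0.395 with an estimated correlation and of 0.0725 without S4. Of the 2 lists edgeR called 0 genes over all genes (1 in each at an unadjusted p under 0.05), DESeq2 0 in each, and limma-voom 0 and 0. With limma-voom the medians were -0.22 and 0.0074, and without single libraries that of lipogenesis was -0.20 (S4) and that of cholesterol genes -0.15 (S1), -0.15 (S4), -0.63 (S3) and -0.56 (S5).

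The amino acid stress response through ATF4 was above 0 in Scly KO on low selenium for 15 of 18 genes (median 1.09, adjusted p = 0.00106, and adjusted p = 0.498 with an estimated correlation). Its genes were high in S12, where markers of bile duct cells were also highest, with the asparagine synthetase gene Asns at 20 CPM against 0.447 to 1.38 in the other libraries and the serine synthesis gene Psat1 at 29.9 CPM, and without S12 the median was 0.095 (adjusted p = 0.365), and with limma-voom 0.15. With edgeR 6 were higher and 1 lower when adjusted over the list alone and 0 over all genes (11 at an unadjusted p under 0.05), DESeq2 called 0 and limma-voom 0.

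Tsku, which encodes tsukushi, a secreted protein made by the liver, lies on chromosome 7 from 98350668 to 98361328 and had higher means on low than on adequate selenium in both genotypes, at 48.6 ± 15.9 CPM (SD, n = 3) in WT LS, 12.5 ± 4.89 (SD, n = 3) in WT MS, 72.4 ± 16 (SD, n = 3) in KO LS and 17.6 ± 4.01 (SD, n = 3) in KO MS. The log2 fold change was 1.97 in WT (standard error 0.324, adjusted p = 0.451 from edgeR and 6.33e-05 from DESeq2) and 2.03 in Scly KO (standard error 0.321, adjusted p = 0.201 from edgeR, with none given by DESeq2).

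The genotype effects of the diets ran in the same direction for 39.5% of 12008 genes, with a Pearson r of -0.0916 and a Spearman rho of -0.244 across genes, which are not independent replicates. The sign of r is not settled, since it was 0.171 without S4, 0.248 without S7, 0.0577 without S8 and -0.315 without S9, and, of the alternatives added after seeing the data, 0.213 without S7 and S8, 0.466 without S7, S8 and S12 and 0.0308 with the length and GC trend removed. Of the 33 genes other than Scly that the authors' deposited table calls on either diet and that were tested here, 31 had the larger absolute log2 fold change on low selenium as fitted here (median 2.16 against 0.496 on adequate selenium), a comparison that favours the diet on which more of them were called.

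A hypothesis was that variants of another strain around the targeted allele change genes near Scly. Within 20 Mb of Scly, 7 of 143 tested genes (4.9%) had an unadjusted p under 0.05 averaged over diets, against 3.72% of the 11865 others (Fisher's exact test, one-sided p = 0.286), which neither shows such an effect nor excludes it. By the same exact test, it was 3 of 83 within 10 Mb (3.61%, against 3.73% elsewhere, one-sided p = 0.603), and within 40 Mb 12 of 269 (4.46%, against 3.71%, one-sided p = 0.304). The 7 genes became 4 without S6, 12 without S7, 11 without S11 and 19 with limma-voom, each counted anew. With limma-voom the number over all tested genes also rose, from 449 to 1696, so the 19 do not by themselves show an effect near Scly. Counts without S7 and S8 are not given, since S9 is then alone in KO MS. Of the same 7 genes 3 were left without S2, so a few outlying libraries may carry part of it. The genes with the smallest p were Wdfy1, 11.6 Mb from Scly on chromosome 1 (79702262 to 79761769), with a log2 fold change of 1.29 (standard error 0.252, adjusted p = 0.283 from edgeR), and Gpc1, with 1.41 (standard error 0.384, adjusted p = 0.841 from edgeR).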
